# Enforced Expression of the Transcriptional Coactivator OBF1 Impairs B Cell Differentiation at the Earliest Stage of Development

**DOI:** 10.1371/journal.pone.0004007

**Published:** 2008-12-23

**Authors:** Alain Bordon, Nabil Bosco, Camille Du Roure, Boris Bartholdy, Hubertus Kohler, Gabriele Matthias, Antonius G. Rolink, Patrick Matthias

## Abstract

OBF1, also known as Bob.1 or OCA-B, is a B lymphocyte-specific transcription factor which coactivates Oct1 and Oct2 on B cell specific promoters. So far, the function of OBF1 has been mainly identified in late stage B cell populations. The central defect of OBF1 deficient mice is a severely reduced immune response to T cell-dependent antigens and a lack of germinal center formation in the spleen. Relatively little is known about a potential function of OBF1 in developing B cells. Here we have generated transgenic mice overexpressing OBF1 in B cells under the control of the immunoglobulin heavy chain promoter and enhancer. Surprisingly, these mice have greatly reduced numbers of follicular B cells in the periphery and have a compromised immune response. Furthermore, B cell differentiation is impaired at an early stage in the bone marrow: a first block is observed during B cell commitment and a second differentiation block is seen at the large preB2 cell stage. The cells that succeed to escape the block and to differentiate into mature B cells have post-translationally downregulated the expression of transgene, indicating that expression of OBF1 beyond the normal level early in B cell development is deleterious. Transcriptome analysis identified genes deregulated in these mice and *Id2* and *Id3*, two known negative regulators of B cell differentiation, were found to be upregulated in the EPLM and preB cells of the transgenic mice. Furthermore, the *Id2* and *Id3* promoters contain octamer-like sites, to which OBF1 can bind. These results provide evidence that tight regulation of OBF1 expression in early B cells is essential to allow efficient B lymphocyte differentiation.

## Introduction

The development of B lymphocytes is under precise control by a large number of transcription factors acting at distinct stages to promote cellular differentiation, survival or proliferation. Critical factors for early B cell specification and commitment are E2A, early B cell factor 1 (EBF1) and Pax5 and other factors play important roles at later stages (reviewed in [1]–[4]). OBF1 is a transcriptional coactivator that is expressed predominantly in B cells but also in activated T cells and forms a ternary complex with the POU domain transcription factors Oct1 and/or Oct2 on conserved octamer motifs (ATGCAAAT) of immunoglobulin (Ig) and other target genes [5]–[9]. The *OBF1* gene encodes a nuclear isoform (p34) and also a cytoplasmic protein (p35) whose function is unclear [10]. While it was initially thought that OBF1 is an essential factor for *Ig* gene transcription [5], analysis of OBF1 deficient mice revealed that in B cells of these mice the level of unswitched Ig μ gene expression is normal [11]–[13], therefore suggesting that this factor must have other target genes. Work from several laboratories has shown that OBF1 has an important function in late B cell development: ablation of OBF1 leads to reduced splenic seeding by transitional B cells and to lower numbers of recirculating B cells in the bone marrow [14], [15]. Furthermore, OBF1 mutant mice have a severely impaired T cell dependent (TD) humoral immune response with low levels of isotype-switched secondary immunoglobulins (IgGs) and *OBF1^−/−^* follicular B cells fail to form germinal centers (GCs) [11], [12], [16], [17]. This absence of GCs may be due in part to the impaired expression of the Ets factor SpiB, which we showed to be a direct target of OBF1 in B cells [18] and is itself important for GC formation [19]. In a pure *C57BL/6* genetic background OBF1 is also crucial for marginal zone (MZ) B cells [20].

Although the first identified functions of OBF1 are found in the periphery, increasing evidence suggests that this factor also plays a significant role at early stages of B cell ontogeny. In the bone marrow OBF1 promotes the survival of transitional B cells [14], [15], and is also critical for V(D)J recombination and transcription of a subset of IgVκ genes [21], thereby having an impact on the IgVκ repertoire [22]. In addition, when the OBF1 mutation is combined with a mutation in the zinc finger transcription factor Aiolos, a severe reduction of the immature B cell pool in the bone marrow is observed that defines a crucial function for OBF1 at the preB2 to immature B cell transition [23], [24]. Intriguingly, a recent study has demonstrated that the cytoplasmic p35 isoform of OBF1 interacts with the tyrosine kinase Syk, thus contributing to regulation of preBCR signaling and preB cell proliferation [25].

Here we have generated transgenic mice expressing the nuclear p34 OBF1 isoform in B cells under the control of the Ig heavy chain variable (*Ig V_H_*) region promoter and μ intron enhancer (*Eμ*). Surprisingly, we observed that these mice have strongly reduced numbers of follicular B cells in the periphery as well as of preB cells in the bone marrow. In addition, these mice show defects in the immune response elicited by follicular B cells, but have a normal MZ B cell response. We present evidence that these defects are due to the premature expression of OBF1 in early progenitors with lymphoid and myeloid potential, the so-called EPLM cells, which normally do not yet express this factor. Furthermore, we identified a number of genes which are deregulated in the transgenic cells, among which the negative regulators *Id2* and *Id3*. Thus, strict control of the level of OBF1 expression during the earliest stage of B cell development is critical for the formation of a functional B cell compartment.

## Materials and Methods

### Mouse strains and transgenic mice generation

The *Eμ-V_H_-OBF1* construct contains a C-terminally HA epitope-tagged human *OBF1* cDNA under the control of the murine *Eμ* enhancer coupled to the *V_H_* promoter from hybridoma 17.2.25. The *Eμ* enhancer was isolated as a 1 kb XbaI fragment from plasmid 1–27 and the *V_H_* promoter was obtained as a 0.2kb fragment from plasmid S-19; additional details of the construction and nucleotide sequence are available upon request. Transgenic mouse lines were obtained and bred in *B6CF1*×*C57BL/6* after which they were intercrossed. All the presented analyses were done with littermates of the different genotypes (WT or BCS). Animal experimentation was carried out according to regulations effective in the Kanton of Basel-Stadt, Switzerland as well as in accordance with the FMI internal regulations under supervision of the FMI Animal Committee. The mice were housed in groups of one to six animals at 25°C with a 12∶12 h light-dark cycle. They were fed a standard laboratory diet containing 0.8% phosphorus and 1.1% calcium (NAFAG 890, Kliba, Basel, Switzerland). Food and water was provided *ad libitum*.

### Splenic B cell purification

The splenic B cells were positively separated with CD19 microbeads following the manufacturer's protocol (Miltenyi Biotec).

### Immunizations

To induce a T-independent antibody response, mice were injected intravenously with 100 µg NIP-Ficoll. Sera were collected from tail bleeding prior to and 10 days after immunization and stored at −20°C.

To induce a T-dependent antibody response, mice were injected subcutaneously with 50 µg alum-precipitated NIP-ovalbumin or DNP-KLH. Sera were obtained from tail bleeding prior to and 14 days after immunization and stored at −20°C.

### ELISA

96-well microplates were coated over night at 4°C with DNP-BSA or NIP-BSA (5 µg/ml in PBS). After extensive washing with PBS the microplates were blocked for 1 hour with ELISA buffer (4% BSA, 0.2% Tween20 in PBS). After extensive washing 3 times serial dilutions of serum samples in ELISA buffer were incubated for 2 hours at room temperature. The serum was removed by extensive washing and alkaline phosphatase-labeled anti-IgM or anti-IgG antibodies (1∶2000, at room temperature for 2 hours) were used as developing reagents. After washing, substrate buffer (100 mg/ml nitrophenylphosphate, 0.1 g/l MgCl_2×_6H_2_O, 10% diethanolamine pH 9.8) was used to reveal bound antibodies. The plates were analyzed on an ELISA reader at 405 nm. All antibodies were from Southern Biotech Associates (Birmingham, AL). The antibody titers were determined by taking the dilutions which correspond to three times the value of the background, considering that it is in the linear phase.

### Real-Time PCR

RNA was purified with the RNeasy Microkit (Qiagen) according to the manufacturer's instructions. cDNA was synthesized with the Thermoscript Reverse Transcriptase Kit (Invitrogen). Quantitative real-time PCR (qPCR) was performed on an ABI PRISM 7000 Sequence Detection System (Applied Biosystems, Foster City, CA) using a SybrGreen-based kit from Eurogene. Normalization was done by amplification of RNA polymerase II (RPII) transcripts.

Primer sequences for qPCR:

OBF1-HA: 5′-CAC TCT CTC TGT GGA AGG CTT TG-3′ and 5′-TTC TCA GCT CTA GAC GGC GTA GT-3′

mOBF1: 5′-CAC GCC CAG TCA CAT TAA AGA A-3′ and 5′-TGT GGA TTT TTG CCA GAG CAT-3′

RPII: 5′-TGC GCA CCA CGT CCA ATG ATA-3′ and 5′-AGG AGC GCC AAA TGC CGA TAA-3′

E2A: 5′-GCA TGA TGT TCC CGC TAC CTG T-3′ and 5′-ACC TTC GCT GTA TGT CCG GCT A-3′

EBF1: 5′-AGA TTG AGA GGA CGG CCT TTG T-3′ and 5′-TCT GTC CGT ATC CCA TTG CTG-3′

PAX5: 5′-AAT CGC TGA GTA CAA ACG CCA A-3′ and 5′-TCC GAA TGA TCC TGT TGA TGG A-3′

Id2: 5′-TCT CCT CCT ACG AGC AGC AT-3′ and 5′-CCA GTT CCT TGA GCT TGG AG-3′

Id3: 5′-ACG ACA TGA ACC ACT GCT ACT CG-3′ and 5′-AGT GAG CTC AGC TGT CTG GAT C-3′

Syndecan1: 5′-GCG GCA CTT CTG TCA TCA AAG-3′ and 5′-GCT GTG TTC TCC CCA GAT GTT T-3′

### Immunofluorescent staining and flow cytometry (FACS) analysis

FACS analysis was performed on a FACSCalibur (BD Biosciences, San Jose, CA). Cell sorting was performed on a MoFlo (DakoCytomation) or on a FACS Aria (BD Biosciences).

FITC-, PE-, APC-, or biotin-conjugated monoclonal antibodies (mAb) specific for B220, CD3, CD4, CD5, CD8, CD11b, CD19, CD21, CD23, CD25, CD43, CD45.2, CD117, IgM, and NK1.1 were purchased from Pharmingen (BD Biosciences), San Diego, CA. Anti-CD117-APC was purchased from e-Bioscience (San Diego, CA). Anti-CD93 (PB493/AA4.1), anti-IgM and anti-IgD antibodies were purified from the hybridoma supernatant and labeled with biotin in our laboratory by standard methods.

For EPLM cell sorting, erythrocyte-depleted bone marrow cells were stained in IMDM 2% FBS with saturating concentrations of anti-B220-FITC, anti-CD19-PE+anti-NK1.1-PE, anti-CD117-APC and biotinylated anti-CD93 antibodies. After 30 min incubation at 4°C, the cells were washed and resuspended in PBS containing streptavidin-PE/Cy7. After a further 30 min at 4°C, the cells were washed, filtered and resuspended at ∼2×10^7^ cells/ml in PBS 2% FBS before sorting.

### Intracellular FACS

After immunostaining of the surface markers, the cells were fixed 10 min with 3% formaldehyde in PBS. The cells were then permeabilized for 10 min with 0.1% Saponin in PBS. After washing with 0.1% Saponin, the cells were incubated 30 min on ice with FITC-coupled anti-HA antibody (Roche). FACS analysis was performed after extensive washing with 0.1% Saponin.

### EPLM cell culture

The OP9 mouse stromal cell line was maintained and expanded in IMDM supplemented with 50 µM β-mercaptoethanol, 1 mM glutamine, 0.03% w/v primatone (Quest, Naarden, The Netherlands), 100 U/ml penicillin, 100 µg/ml streptomycin, and 2% FBS, as described before [26], [27]. OP9 stromal cells were plated 2 days before the addition of sorted EPLMs and were γ-irradiated with 3000 rad at semi-confluency. The culture medium was then replaced by fresh medium supplemented with 100 U/ml IL-7.

### Limiting Dilution Assay

Sorted EPLMs from bone marrow of 3 mice were pooled and plated on semi-confluent γ-irradiated OP9 cells in flat-bottom 96-well plates. Then fresh medium containing ∼100 U/ml IL-7 was added, and 48 replicates with increasing numbers of sorted EPLMs were included. At days 10–14 of culture, all wells were inspected using an inverted microscope. Wells containing colonies of more than 50 cells were scored as positive. The frequency of proliferation was calculated with the L-Calc software. The horizontal line was set at 37% and the vertical lines give the inverse of the frequency as the Poisson law.

### Chimeric mice

5 *C57BL/6* mice were irradiated with 9.5 Gy and 5×10^6^ bone marrow cells (50% from *C57BL/6* mice and 50% from BCS mice) were injected intravenously. After one month, organ cell suspensions were prepared by mechanical disruption, stained, and subsequently analyzed by flow cytometry.

### RNA preparation and hybridization to Affymetrix Microarrays

Cells were FACS sorted and RNA was purified with the RNeasy Microkit from Qiagen. Three individual mice per genotype were used for the EPLM cell sorting. Three WT and four BCS mice were individually used for the Large PreB cell sorting. Each sample was processed independently and ultimately used for one microarray. Total RNA (∼50 ng) from each biological replicate was reverse transcribed and labeled using the Affymetrix 2-cycles labeling kit according to the manufacturer's instructions. Biotinylated cRNA was fragmented by heating with magnesium (as per the Affymetrix instructions) and this fragmented cRNA was hybridized to Mouse 430v2 GeneChips (Affymetrix, Santa Clara, Calif.). Data were analyzed using Expressionist (Genedata AG). The normalized data were subjected to a Student *t*-test (*P*<0.01) and were required to have a median fold change of at least 2. The microarray data has been deposited in Gene Expression Omnibus (GEO) system under the accession number GSE12421.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed with 4.5×10^7^ Abelson B cells as described (Bertolino et al., 2005). Immunoprecipitation was performed with 5 µg of monoclonal OBF-1 antibody C-20 (SC-955 X; Santa Cruz). As a negative control, the chromatin was immunoprecipitated with rabbit IgG (Sigma). The samples were amplified using Taq DNA polymerase using the following primers:

Id2: 5′-TGA CAA AGA GCT TCC CAA GAG-3′ and 5′-CAC GAC AGG TTT AGC GTG AA-3′

Id3: 5′-AGC ACT AGG GAG GCA GAT CA-3′ and 5′-AAA ATC ATG GCC TTC AGT GC-3′

## Results

### Mice overexpressing OBF1 have reduced numbers of follicular B cells

OBF1 expression is largely B cell-restricted, and is modulated during B cell development, with a first peak of expression in the bone marrow at the preB stage and a second peak in germinal center cells of immunized mice [17], [28], [29]. To define whether tightly regulated expression of OBF1 is critical for B cell development and/or function we generated transgenic mice expressing an HA epitope-tagged OBF1 cDNA under the control of an immunoglobulin variable heavy chain promoter and μ heavy chain enhancer (Fig. 1A). This promoter/enhancer combination has been widely used to express transgenes at high level in B cells, with expression starting already very early in B cell ontogenesis [30]–[33]. The transgene was made in such a way that only the p34 nuclear isoform of OBF1[10] is expressed. In reporter assays with transfected cells the human and the mouse OBF1 p34 proteins are equally active and presence of a C-terminal HA tag does not impair function (data not shown). Using this construct three independent transgenic lines were obtained, hereafter called BCS mice, which all exhibited the phenotype described below.

**Figure 1:**
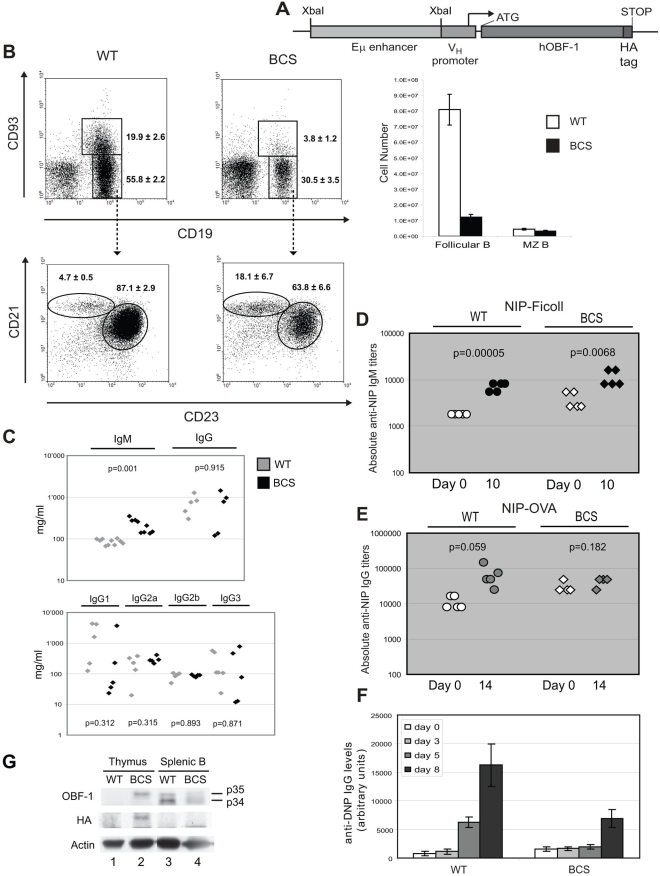
Transgenic *Eμ-V_H_-OBF1* mice are immunodeficient due to decreased numbers of follicular B cells. (A) Schematic of the transgene consisting of an HA-tagged *OBF1* cDNA under the control of the murine *Eμ* enhancer/*V_H_* promoter. The *V_H_* promoter fragment used contains the conserved heptamer and octamer sites as well as the TATA box and the transcription start site. The 1 kb enhancer fragment contains all the known regulatory elements of the *Eμ* enhancer. (B) FACS analysis of splenocytes. Single cell suspensions were stained with antibodies against the indicated markers and representative dot plots are presented. Biotinylated anti-CD93 in combination with streptavidin-PE-Cy7, anti-CD19-APC, anti-CD21-FITC and anti-CD23-PE antibodies were used. The transitional B cells are CD19^+^ CD93^+^, the mature B cells are CD19^+^ CD93^−^; within the mature cells, the MZ B cells are CD21^+^ CD23^low^ and the follicular B cells are CD21^low^ CD23^+^ (left). The absolute number of follicular and MZ B cells is presented (right). Shown values are the mean percentage and absolute number, ±SE, of four individual mice. (C) Immunoglobulin level in unimmunized mice. The level of total IgM, IgG, IgG1, IgG2a, IgG2b, and IgG3 were measured in unimmunized WT and BCS mice. (D) T-independent immune response. The mice were immunized with NIP-Ficoll *i.v.* and serum antigen-specific IgM titers were analyzed by ELISA after 10 days; for each genotype, five mice were analyzed. (E) T-dependent immune response. The mice were immunized with NIP-OVA and serum antigen-specific IgG titers were analyzed after 14 days. Five control and four BCS mice were used. (F) T-dependent immune response. The mice were immunized with DNP-KLH and serum antigen-specific IgG levels were measured at day 0, 3, 5 and 8 after immunization. The histograms represent the mean±SE of three mice per genotype. (G) Endogenous and transgenic OBF1 protein level in thymocytes and splenic B cells. OBF1, HA and Actin were detected by Western blot with thymocytes and splenic B cells of the indicated genotype.

We first examined the peripheral B cell compartment by analyzing splenic B cells with flow cytometry, using combinations of specific antibodies. In the spleen, the newly formed, so-called transitional, B cells are CD93^+^, whereas the mature B cells are CD93^−^ [34]. The mature B cell gate can be further subdivided into the sessile MZ B cells (CD23^low^ CD21^high^) and the follicular B cells (CD23^high^ CD21^low^). Unexpectedly, the BCS transgenic mice showed a strong reduction in the number of splenic transitional and follicular B cells (Fig. 1B, left). The increased relative percentage in the MZ gate by FACS analysis is due to the reduction of the follicular B cell compartment and not to an increase of MZ B cell number (Fig. 1B, right). In line with this, total splenic cellularity is reduced about five fold in BCS mice, with the numbers of B cells and T cells being reduced about 7 fold and 2 fold, respectively (data not shown).

We then measured the level of secreted Igs in the serum of BCS and wild type mice; as shown in Figure 1C, BCS mice have a slightly but significantly, elevated total IgM level, while total IgG levels are not altered. Furthermore, when specific IgG isotypes were examined, no significant difference was observed between BCS and WT mice.

We next monitored the immune response of MZ B cells in BCS mice by injecting them with NIP-Ficoll and measuring the anti-NIP IgM serum titers after 10 days. Indeed, this T-independent immune response was robust in the BCS mice (Fig. 1D), although the basal level of anti-NIP IgM was slightly higher than in the control mice. The immune response of follicular B cells was also investigated by injecting NIP-OVA subcutaneously and measuring the NIP-specific anti-IgG serum titers 14 days later. In this case, this TD immune response was found to be significantly weaker in the BCS than in the control mice (Fig 1E). The impaired T-dependent immune response was further confirmed by immunizing mice with DNP-KLH, another TD antigen, and examining specific IgG serum titers at different time points (Fig. 1F); in this case, a delayed and reduced response in the BCS mice was also observed, in good agreement with the observations presented above.

Next, western blot analysis was performed to investigate the expression of the transgene in splenic B cells and in the thymus, as the promoter/enhancer combination used to drive the *OBF1* cDNA can also be active in T cells [35]. Surprisingly, in splenic B cells of BCS origin expression of the transgenic OBF1 protein was not detected by either the anti-OBF1 or the anti-HA antibody, suggesting that it may be very low (see also below). In contrast, in WT splenic B cells bands corresponding to the p34 and p35 isoforms of endogenous OBF1 were detected (Fig. 1G, lanes 3 and 4). Moreover, in thymocytes from BCS, but not from WT mice, transgenic OBF1 expression could be evidenced by both antibodies. Since the OBF1 expressed from the transgene should be an HA-tagged p34 protein, its expected size is marginally larger than that of endogenous p35 and this is just what is observed (compare lanes 2 and 3). Together, the reduced follicular B cell numbers, the apparent lack of OBF1 expression in mature B cells and the T dependent immunodeficiency observed in BCS mice suggest the presence of a defect at an early developmental stage in the bone marrow.

### The decrease of splenic B cell populations is due to impaired early B cell differentiation

To identify the cause of the reduced splenic B cell compartment in BCS mice, the bone marrow B cell populations were investigated by FACS analysis using a number of antibodies allowing to define the early stages of B cell development. The cellularity of the total bone marrow is reduced by about 10 % in the BCS mice. Among the B220^+^ cells, the IgM negative and positive gates contain the preB/proB cells and the immature/mature B cells, respectively. Furthermore, within the IgM negative cells, expression of c-kit and CD25 can be used to distinguish the proB and the preB cells; in WT mice, the vast majority of CD25^+^ preB cells are small and quiescent and derive from large cycling cells [36]. As shown in Figure 2A, BCS mice show a strong decrease in the number of CD25^+^ preB cells, and a relative increase in the proportion of the large preB cells. Furthermore, this latter population has predominantly a high CD43 staining, indicating that the impaired differentiation occurs within the large preB cell stage, at the transition between CD43^+^ and CD43^−^ (Fig. 2A, right panel). It results that all the downstream populations, immature and mature recirculating B cells (B220^+^ IgM^+^), are strongly reduced in these mice.

**Figure 2:**
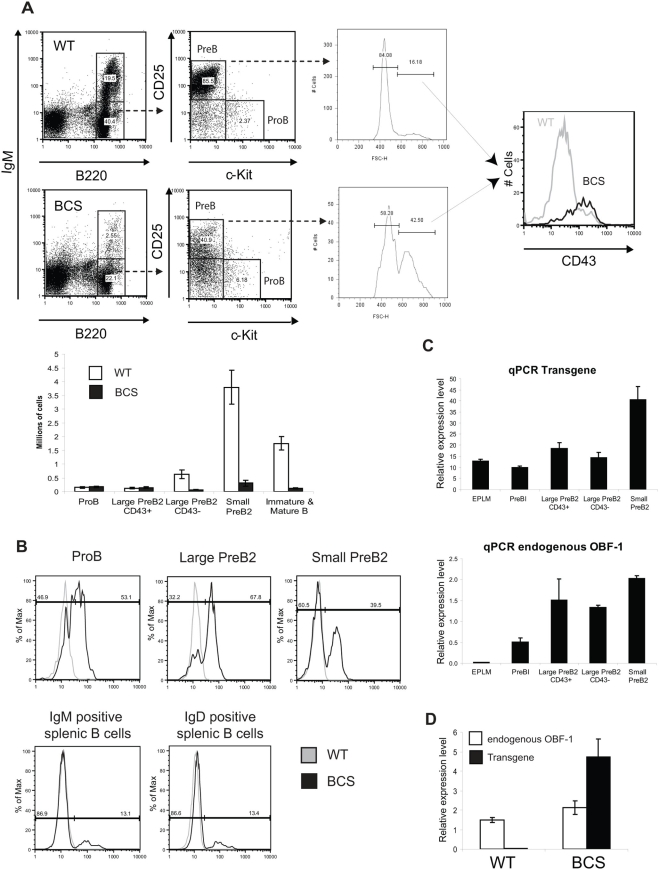
Enforced expression of OBF1 impairs B cell differentiation at the earliest stage. (A) FACS analysis of bone marrow cells. B cells were labeled with an anti-B220-APC antibody and the stages of differentiation were identified with anti-c-kit-PE, biotinylated anti-CD25 in combination with streptavidin-PE-Cy5.5, anti-CD43-PE, and anti-IgM-FITC. The CD43 expression profile is shown specifically for the large preB2 cells (upper right). Representative dot plots are shown and the histogram with the cell numbers presents the mean±SE in the different fractions based on three individual mice of each genotype. (B) Intracellular expression of the transgenic OBF1 protein was detected with an anti-HA-FITC antibody in combination with various B cell stage-specific antibodies: In the bone marrow proB cells were detected with anti-B220-APC and anti-c-kit-PE, preB2 cells were labeled with anti-B220-APC together with biotinylated anti-CD25 combined with streptavidin-PE-Cy5.5 and further discriminated for size; splenocytes were labeled with anti-B220-APC, together with either biotinylated anti-IgM or anti-IgD in combination with streptavidin-PE-Cy5.5. (C) qPCR of endogenous and transgenic OBF1 RNA from the indicated bone marrow cell populations; the EPLM and preB1 populations were identified and isolated as described in Figure 3. The histograms represent the mean±SE of three individual mice for the EPLM and preB1 cells and two individual mice for the large and small preB2 cells. (D) qPCR of endogenous and transgenic OBF1 RNA from splenic B cells. The histogram represents the mean±SE of two individual mice.

Intracellular FACS analysis with an α-HA antibody was performed to investigate the expression of the transgene during B cell development. As shown in Figure 2B, transgenic OBF1 protein is well expressed until the large preB cell stage and is gradually downregulated in cells that have passed this developmental stage, resulting in a dramatic loss of expression in mature splenic B cells in good agreement with the western blot data presented in Figure 1G. Unlike the protein, the transgene RNA is expressed from the earliest stage examined (EPLM, see below) and its expression remains relatively constant throughout B cell differentiation (Fig. 2C), including in splenic B cells (Fig. 2D), indicating that the downregulation of OBF1 protein takes place at the post-transcriptional level. In contrast, in WT mice endogenous OBF1 RNA is not detectable in EPLMs and shows a low level of expression in preB1 cells, followed by higher expression starting at the large preB2 cell stage (Fig. 2C).

### The EPLMs have a strong B cell commitment deficiency in BCS mice

At a first glance the proB cell population (B220^+^ c-kit^+^) is normal in the BCS mice. However proB cells form an heterogeneous population, which in majority contains already committed B cells (preB1: CD93^+^ CD19^+^), but also uncommitted progenitors of several kinds, including NK1.1 positive cells and others. Within these uncommitted progenitors a significant fraction of the cells are “early precursors with lymphoid and myeloid potential”, so-called EPLMs (CD93^+^ CD19^−^ NK1.1^−^). These cells, while not committed yet to the B cell lineage, under normal conditions preferentially become B cells *in vivo*, are able to generate T cells under transplantation conditions and also have the capacity to differentiate *in vitro* along the myeloid pathway [26].

We therefore examined these populations and surprisingly observed that the EPLMs are strongly increased in percentage and number while the preB1 cell numbers are reduced in the BCS mice, indicating an initial differentiation block at this stage already (Fig. 3A). We then sorted EPLMs from WT and BCS mice and tested their capacity to expand and differentiate *in vitro* under culture conditions promoting B cell growth. As shown in Figure 3B, the BCS EPLMs expand very slowly and their differentiation, monitored by the appearance of CD19 expression, is significantly impaired. Intracellular FACS analysis of the EPLM cultures indicated that the cells that succeed to upregulate CD19 also downregulate the OBF1 transgene (Fig. 3C), much like what had been observed in early B cells progressing through developmental stages *in vivo*. Next, limiting dilution assays (LDA) of EPLMs on OP9 feeders were performed to compare, in EPLM cell populations of WT or BCS origin, the frequency of precursors capable of establishing a colony [27]. In this assay, the WT cells showed a normal frequency (1/8), while the BCS cells had a dramatically lower frequency (1/346; Fig. 3C). Together these results demonstrate that the BCS cells are impaired in their B cell commitment potential.

**Figure 3:**
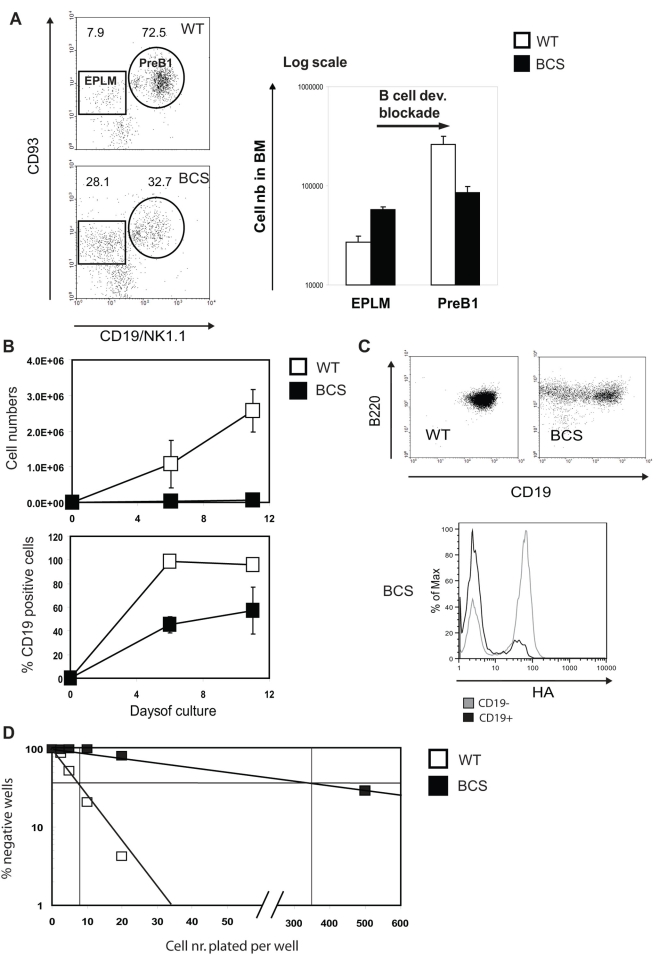
Differential block after the EPLM cell stage and impaired B cell commitment. (A) Detailed FACS analysis of the proB cell compartment in the bone marrow. ProB cells were detected by labeling bone marrow cells with anti-B220-FITC and anti-c-kit-APC. The proB cell gate was then subdivided into EPLM and preB1 cells on the basis of staining with anti-CD19-PE/anti-NK1.1-PE and biotinylated anti-CD93 in combination with streptavidin-PE-Cy7 (left). The cell number of the different bone marrow populations is presented in the histogram with the mean±SE of three individual mice (right). (B) *In vitro* culture of EPLMs on OP9 feeders. 10'000 EPLMs from pooled mice (n = 3) were plated on OP9 feeders in a 24 well microplate. Cell number and percentage of cells positive for CD19 expression were determined at the indicated times. The graphs represent the mean±SD from 2 independent samples per time point. (C) Expression of CD19 in cultured EPLMs was determined at day 11 by staining with anti-B220-APC and anti-CD19-PE; expression of the transgene was examined by additional intracellular staining with anti-HA-FITC (lower part). (D) LDA for B cell commitment of EPLMs cultured on OP9 feeders. WT or BCS EPLMs were cultured at increasing dilutions and the number of positive wells was determined under an inverted microscope after 11 to 14 days.

### The differentiation block is intrinsic to B cells

The experiments presented so far demonstrate that enforced OBF1 expression in EPLMs impairs their differentiation potential and leads to a developmental block: only cells that successfully downregulate the transgene can differentiate normally along the B cell pathway. To investigate whether the differentiation defect is intrinsic to B cells, competitive chimera mice were generated. For this, the bone marrow of BCS mice (CD45.2, aka Ly5.2) and “competitor” bone marrow from *C57BL/6* mice (CD45.1, aka Ly5.1) were mixed at a 50∶50 ratio and used to inject into γ-irradiated mice having the same haplotype as the competitor (CD45.1; Fig. 4A). The reconstituted mice were then sacrified one month post-injection and analyzed. The developing T cell compartment of the chimera mice was not affected, as seen by examining the expression of CD4 and CD8 on thymocytes: for all the developmental stages examined ca. 30% of the thymocytes were BCS-derived. Likewise, in the spleen about 25% of the T cells were of BCS origin. In contrast, the B cell compartment of the BCS haplotype (CD45.2) was strongly impaired in the bone marrow and also in the spleen, as had been initially observed in the BCS mice (Fig. 4B). Indeed, the bone marrow of reconstituted mice showed a clear block at the EPLM-preB1 transition, and the chimerism percentage was found to be inverted just between these two stages: 80% of the EPLMs, but only 10% of the preB1 cells, were BCS-derived (Fig. 4C). These results demonstrate that the differentiation deficiency is intrinsic to the B cells and not due to the environment in the stroma.

**Figure 4:**
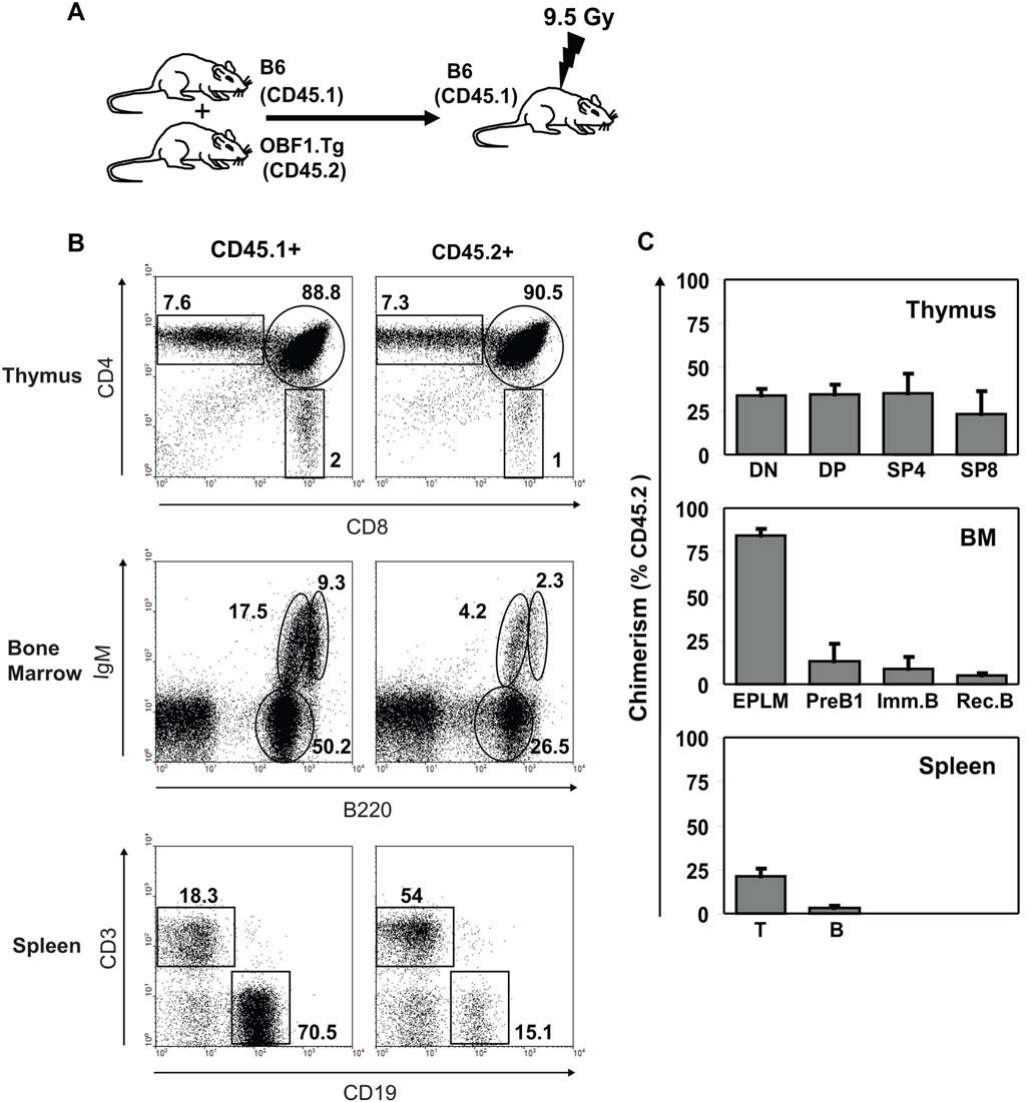
The differentiation block is intrinsic to B cells. (A) The experimental strategy for the mixed bone marrow chimera is depicted. (B) FACS analysis of thymus, bone marrow and spleen of reconstituted mice. Thymocytes were stained with anti-CD4-FITC and anti-CD8-PE. Bone marrow B cells were stained with anti-B220-PE and anti-IgM-APC. Splenocytes were stained with anti-CD3-PE and anti-CD19-APC. In addition, cells of BCS origin were stained with an anti-CD45.2 (Ly5.2) conjugated to either APC or FITC. (C) Percentage of chimerism in the thymus, the bone marrow and the spleen. The EPLM and preB1 cells were analyzed using anti-B220-FITC, anti-CD19-PE, anti-NK1.1-PE, anti-cKit-APC and biotinylated anti-CD45.2 combined with streptavidin-PE-Cy7 antibodies. BM, bone marrow. DN, double negative cells; DP, double positive; SP4, single positive CD4^+^; SP8, single positive CD8^+^. Imm. B, immature B cells; Rec. B, recirculating B cells.

### The negative regulators *Id2* and *Id3* are OBF1 direct target genes

To get an insight in the molecular origin of the differentiation blocks caused by OBF1 overexpression, the transcriptome of EPLM and large preB2 cells of each genotype was determined by microarray analysis. 

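RNA of EPLMs, sorted from the proB cell gate with CD93 among the markers, and RNA of large preB2 cells was hybridized to Mouse 430v2 GeneChips, 1 mouse per array. The EPLM comparison held 3 WT and 3 BCS mice, and the large preB2 comparison held 3 WT and 4 BCS mice, all 7 weeks old. Pou2af1, the mouse gene that encodes OBF1, had an intensity of 5643 ± 2002 (SD, n = 3) in WT EPLMs and 10650 ± 290 (SD, n = 3) in BCS EPLMs, a log2 change of 0.99 (standard error 0.23, adjusted p = 0.0436 from limma). The transgene carries a human cDNA, and whether the mouse probe set reads it is not known, so this value does not check the labels. Among the genes of the sorting gates, Ptprc, which encodes B220, fell by 0.40 on the log2 scale (standard error 0.07, adjusted p = 0.0101 from limma), while Kit had a log2 change of -0.01 (standard error 0.14, adjusted p = 0.983 from limma) and Cd93 of 0.29 (standard error 0.14, adjusted p = 0.322 from limma). Cd93 passed with the replicate number as a block (adjusted p = 0.0441 from limma). The probe sets of ribosomal protein genes, which are abundant in dividing cells, lay at a median percentile of 97.8 among the EPLM intensities and of 62.9 among the large preB2 intensities (114 probe sets). Across 16752 pairs of probe sets of 1 gene, the log2 changes between BCS and WT correlated with r = 0.61 in the EPLM columns and r = 0.0054 in the large preB2 columns, a correlation across genes, which are not independent replicates. The deposited large preB2 intensities thus do not follow the probe set names, and no large preB2 value is given here for any named gene. The deposited values are the authors' GCRMA intensities on a linear scale, normalized for each cell type apart and with a median of 20 on each array. Log2 of the intensity plus 1 was tested with limma for 45037 probe sets in each cell type alone, and a gene is said to have risen or fallen where the Benjamini-Hochberg adjusted p of its brightest probe set was under 0.05. The number of arrays limits the precision. The Pou2af1 call was lost without WT replicate 1 and without any of the 3 BCS replicates. It was also lost in 1 fit over all 13 arrays (adjusted p from 0.0599 to 0.138 from limma in these fits). The 13-array fit takes the variance of a probe set from the large preB2 columns too, which do not follow the names. A loss in that fit therefore cannot be read as a property of the gene.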

The scheme for analysis of the microarray data is depicted in Fig. 5A. 

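In BCS EPLMs, 415 probe sets rose and 741 fell, with group medians at least 2-fold apart and an adjusted p under 0.05 from limma. They cover 290 higher and 479 lower genes, and 144 of these 1156 probe sets have no gene symbol. Among probe sets with 1 gene symbol, the sugar transporter gene Slc5a9 had the largest rise, from an intensity of 13.2 ± 3.05 (SD, n = 3) in WT to 6031 ± 3895 (SD, n = 3) in BCS EPLMs, followed by Gm6377 with a log2 change of 5.87 (standard error 0.20) and the formin gene Fmn2 with 5.49 (standard error 0.35). The largest falls were in the kallikrein genes Klk1, from 4363 ± 2276 (SD, n = 3) to 15.8 ± 4.11 (SD, n = 3), and Klk1b27, whose log2 changes were -7.91 (standard error 0.37) and -6.56 (standard error 1.13). The BCS intensities of Klk1b27 were 11.3, 372 and 12.2, and its call was lost with robust variances (adjusted p = 0.115 from limma). The immediate early gene Fos had a log2 change of -4.92 (standard error 0.31, adjusted p = 7.32e-05 from limma), and the chemokine receptor gene Ccr9 one of -4.71 (standard error 0.33, adjusted p = 0.00011 from limma) on its most changed probe set and of -3.29 (standard error 0.25) on its brightest. Of 14 measured markers of plasmacytoid dendritic cells, 11 fell in the BCS EPLMs and none rose (12 lower when adjusted over the list alone). Passing or not, 12 of 12 NK cell markers, 19 of 20 myeloid markers and 10 of 13 erythroid and megakaryocyte markers also had lower means. In large preB2 cells, 280 probe sets rose and 144 fell by the same rule, 424 in all. At an unadjusted p under 0.01 from limma and 2-fold medians, 1295 probe sets passed in EPLMs (482 higher) and 628 in large preB2 cells (402 higher). The sizes and ranks of the Slc5a9, Gm6377, Fmn2, Klk1 and Klk1b27 changes depend on the background. For each, some or all intensities of the lower genotype lie below the array median. With the methods' t-test, 174 probe sets passed the adjusted rule in EPLMs and 42 in large preB2 cells. With limma, the large preB2 count of 424 became 282 without WT replicate 3 and 265 with the replicate number as a block.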

We considered genes misregulated at least 2 fold with a stringent P-value of 1%; with these criteria, 569 genes were deregulated in EPLMs and 287 in large preB2 cells, with 40 genes overlapping between the two populations (Fig. 5B). 

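In EPLMs, each of the 40 probe sets listed in Table 1 passed at an adjusted p under 0.05 from limma, 27 of them higher and 13 lower in BCS mice. Among those that fell were Cd38, which encodes a surface ectoenzyme, with a log2 change of -2.80 (standard error 0.17, n = 3 mice per genotype), the tubulin gene Tubb2b with -2.99 (standard error 0.25) and the histone deacetylase gene Hdac9 with -2.61 (standard error 0.16). Irs1, which encodes an adaptor of the insulin receptor, fell by 2.62 on the log2 scale (standard error 0.26) from an intensity of 92.8 ± 34.4 (SD, n = 3) to 13.7 ± 2.15 (SD, n = 3). This lies below the array median, so the size of the change depends on the background. In the same cluster as Irs1, the Notch target gene Hes1 rose by 0.86 (standard error 0.15, adjusted p = 0.0136 from limma), a call lost without WT replicate 3 or BCS replicate 2 (adjusted p = 0.0578 and 0.0623). In 38 of the 40 probe sets the group medians were at least 2-fold apart, and those of Gfra2 and Prkch differed by 0.99 and 0.97 on the log2 scale. The study chose these probe sets on these samples, so the count is not independent evidence of their direction. In the large preB2 columns, where intensities do not follow the names, 1 of the 40 names met the study's thresholds, and 22 names met them in both cell types beside 18.1 by chance.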

The genes common to EPLMs and large preB2 cells are presented in Table 1.

**Figure 5:**
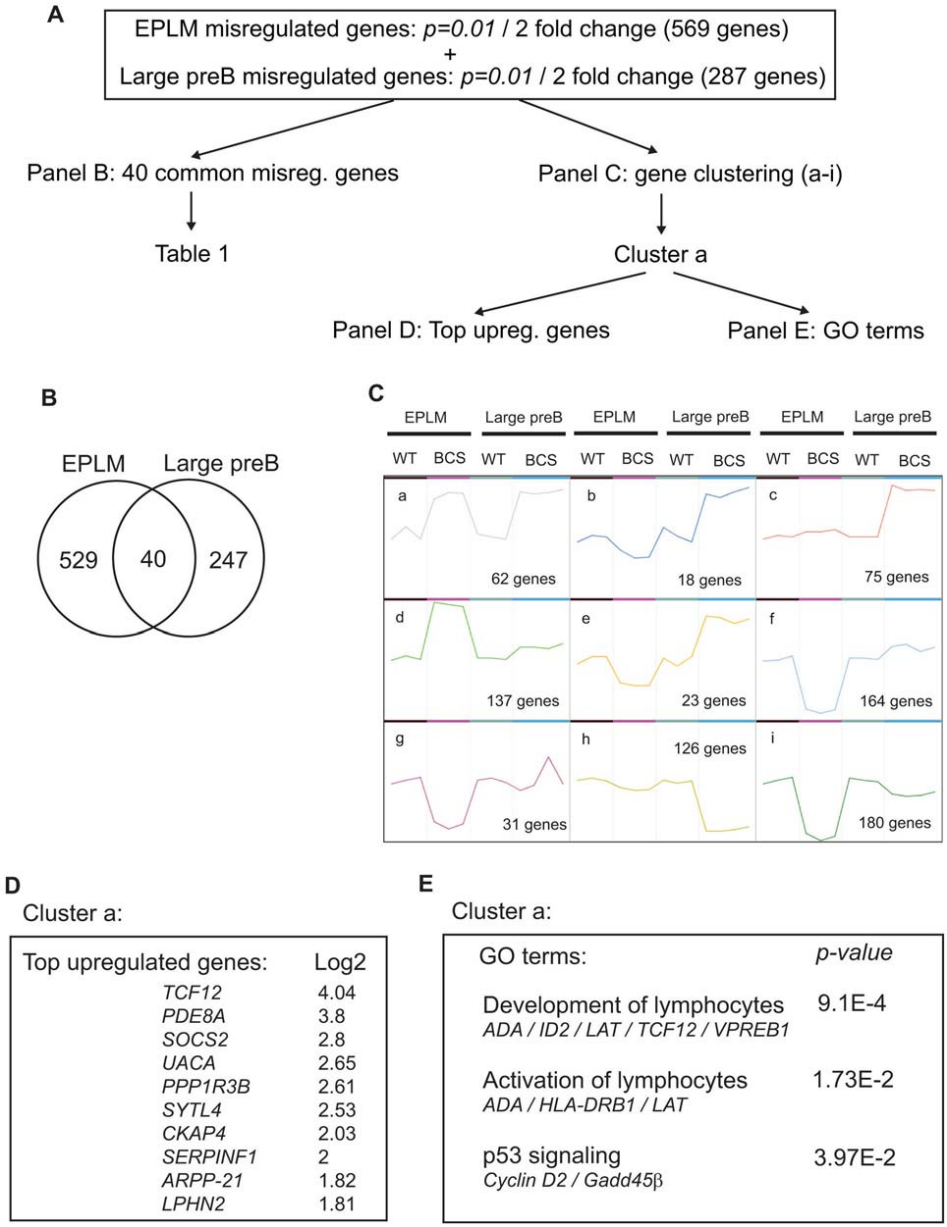
Microarray analysis of EPLM and large preB2 cells. (A) Scheme for analysis of the microarray data. (B) Venn diagram representing the genes that are misregulated at least 2 fold with a P value of 0.01 in EPLM and large preB2 cells. (C) Gene clustering. The deregulated genes were clustered in 9 families according to their expression patterns. (D) Top upregulated genes from the cluster “a” with the upregulation level monitored in EPLM cells. (E) Gene Ontology (GO) terms in the cluster “a”.

**Table 1:** List of the genes that are deregulated both in EPLMs and preB1 cells of BCS origin; the cluster corresponding to their expression pattern (Fig. 5C) is indicated.

Accession number	Name, description	Cluster
1427670_a_at	Transcription factor 12	a
1445093_at	Transcription factor 12	a
1417168_a_at	ubiquitin specific peptidase 2	a
1417336_a_at	synaptotagmin-like 4	a
1417460_at	interferon induced transmembrane protein 2	a
1417976_at	adenosine deaminase	a
1418294_at	erythrocyte protein band 4.1-like 4b	a
1418406_at	phosphodiesterase 8A	a
1418507_s_at	suppressor of cytokine signaling 2	a
1419028_at	cyclic AMP-regulated phosphoprotein, 21	a
1425553_s_at	huntingtin interacting protein 1 related	a
1426755_at	cytoskeleton-associated protein 4	a
1448390_a_at	dehydrogenase/reductase (SDR family) member 3	a
1449109_at	suppressor of cytokine signaling 2	a
1460651_at	linker for activation of T cells	a
1432886_at	RIKEN cDNA 5730488B01 gene	a
1459847_x_at	glial cell line derived neurotrophic factor family receptor alpha 2	a
1452985_at	uveal autoantigen with coiled-coil domains and ankyrin repeats	a
1456772_at	neutrophil cytosolic factor 1	b
1434248_at	protein kinase C, eta	c
1439494_at	solute carrier family 5 (sodium/glucose cotransporter), member 9	d
1445169_at	gb:BM232503 /DB_XREF = gi:17867773 /DB_XREF = K0324B04-3	d
1446294_at	Transcribed locus	d
1421908_a_at	transcription factor 12	d
1439619_at	transcription factor 12	d
1449455_at	hemopoietic cell kinase	d
1429001_at	pirin	d
1458802_at	human immunodeficiency virus type I enhancer binding protein 3	e
1434572_at	histone deacetylase 9	f
1423104_at	insulin receptor substrate 1	h
1416762_at	S100 calcium binding protein A10 (calpactin)	h
1456642_x_at	S100 calcium binding protein A10 (calpactin)	h
1418102_at	hairy and enhancer of split 1 (Drosophila)	h
1419481_at	selectin, lymphocyte	i
1433741_at	CD38 antigen	i
1452679_at	tubulin, beta 2b	i
1447807_s_at	pleckstrin homology domain containing, family H (with MyTH4 domain) member 1	i
1455646_at	RIKEN cDNA 2010004M13 gene	i
1415943_at	syndecan 1	i
1437279_x_at	syndecan 1	i

All deregulated genes were then clustered in 9 expression pattern families with the Expressionist program (Fig. 5C). The cluster “a” is possibly the most interesting group, as these genes are upregulated both in EPLM and large preB2 cells of BCS mice, and are therefore putative OBF1 direct target genes. 

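In EPLMs, all 18 probe sets that Table 1 assigns to cluster “a” rose in BCS mice, with log2 changes from 1.02 to 4.71. The ubiquitin protease gene Usp2 went from an intensity of 399 ± 14.2 (SD, n = 3) to 1013 ± 162 (SD, n = 3), a log2 change of 1.33 (standard error 0.16, adjusted p = 0.00152 from limma). The endocytosis gene Hip1r had a log2 change of 1.68 (standard error 0.16), the retinal reductase gene Dhrs3 one of 1.25 (standard error 0.20) and Ifitm2, an interferon-inducible gene, one of 1.61 (standard error 0.26). The least changed, Epb41l4b, had a log2 change of 1.02 (standard error 0.14, adjusted p = 0.00386 from limma). The cluster was formed from these samples, so its direction is not independent evidence. A large preB2 value of these genes is not analysed here.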

The top upregulated genes in this cluster are presented in Figure 5D; based on the gene ontology (GO) classification, the genes in cluster “a” are mainly involved in lymphocyte development and activation (Fig. 5E). Furthermore, p53 signaling is also affected, as evidenced by the deregulation of the *Cyclin D2* and *Gadd45β* genes (Fig. 5E). In addition, cluster “a” also contains the *Id2* gene, which encodes an inhibitor of the basic helix-loop-helix (bHLH) protein E2A. 

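Of the genes in Fig. 5D, the phosphodiesterase gene Pde8a went from an intensity of 43.8 ± 14.8 (SD, n = 3) in WT to 910 ± 331 (SD, n = 3) in BCS EPLMs, a log2 change of 4.32 (standard error 0.32, adjusted p = 0.000153 from limma). Socs2, which encodes a suppressor of cytokine signaling, had log2 changes of 2.68 (standard error 0.22) and 2.28 (standard error 0.22) on its probe sets in Table 1. Uaca changed by 3.04 (standard error 0.30), Ppp1r3b by 2.79 (standard error 0.29), Sytl4 by 2.77 (standard error 0.34) and Ckap4, on its probe set in Table 1, by 2.08 (standard error 0.19). Serpinf1 changed by 2.00 (standard error 0.25), Adgrl2, printed as Lphn2, by 1.77 (standard error 0.16) and Arpp21 by 1.75 (standard error 0.12). Of the lymphocyte genes in Fig. 5E, Lat, an adaptor of T cell receptor signaling, rose by 1.97 (standard error 0.30, adjusted p = 0.00563 from limma), and Ada, the adenosine deaminase gene, by 1.13 (standard error 0.11, adjusted p = 0.000548 from limma). The surrogate light chain gene Vpreb1 rose by 0.95 (standard error 0.21, adjusted p = 0.0316 from limma). H2-Eb1 did not pass (log2 change 0.82, standard error 0.42, adjusted p = 0.348 from limma).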

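Of 18 measured genes of pre-B cell receptor and B cell receptor signaling, 5 rose and 1 fell in BCS EPLMs at an adjusted p under 0.05 from limma (6 higher and 2 lower when adjusted over the list alone). Besides Vpreb1, the risers were Vpreb3 with a log2 change of 2.27 (standard error 0.42), Igll1, which encodes lambda5, with 1.47 (standard error 0.28), Cd79b, which encodes Ig beta, with 1.23 (standard error 0.17) and Plcg2 with 0.63 (standard error 0.07). The kinase gene Blk had a log2 change of -1.94 (standard error 0.33). As a list these genes did not pass limma's camera test (adjusted p = 0.122). Of 15 T cell markers, Lat and Thy1 rose, the latter by 1.45 (standard error 0.26), and Cd8a and Notch1 fell, with log2 changes of -2.71 (standard error 0.47) and -0.52 (standard error 0.12) (3 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.701 from limma). Of 9 MHC class II genes, the transactivator gene Ciita rose by 0.80 (standard error 0.19) from WT intensities below the array median, and H2-DMa and H2-Ob fell, with log2 changes of -1.15 (standard error 0.20) and -0.97 (standard error 0.11) (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.76 from limma). The calls of Vpreb1, Vpreb3, Igll1, Thy1, Notch1 and Ciita were each lost without at least 1 of the 6 arrays, at an adjusted p from 0.0508 to 0.159 from limma (Vpreb1, Notch1 and Ciita in 5 of 6 such fits). The Notch1 call was also lost in 1 fit over all 13 arrays (adjusted p = 0.073 from limma), whose variances include large preB2 columns that do not follow the names. The Ciita call was lost with the replicate number as a block (adjusted p = 0.0822 from limma) and with an offset of 16, which damps dim probe sets (log2 change 0.46, adjusted p = 0.0603 from limma).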

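Ccnd2, the Cyclin D2 gene, had an intensity of 4641 ± 1459 (SD, n = 3) in WT and 6695 ± 291 (SD, n = 3) in BCS EPLMs, and its log2 change of 0.58 (standard error 0.19) did not pass (adjusted p = 0.137 from limma). None of its 7 probe sets passed. Gadd45b went from 483 ± 162 (SD, n = 3) to 597 ± 113 (SD, n = 3), a log2 change of 0.34 (standard error 0.25, adjusted p = 0.552 from limma), and none of its 3 probe sets passed. Of 20 measured genes of the p53 pathway, 1 rose and 1 fell at an adjusted p under 0.05 from limma (1 higher and 1 lower when adjusted over the list alone). Gadd45a, a growth arrest gene, rose by 1.06 (standard error 0.19, adjusted p = 0.0137 from limma), and Zmat3, a p53 target, fell by 1.19 on the log2 scale (standard error 0.29, adjusted p = 0.0497 from limma). Cdkn1a, which encodes p21, had a log2 change of 0.22 (standard error 0.18, adjusted p = 0.594 from limma) and Mdm2 one of 0.01 (standard error 0.12, adjusted p = 0.977 from limma). The median log2 change of the list was -0.05, and it did not pass limma's camera test (adjusted p = 0.873). Ccnd2 passed only without WT replicate 1 (log2 change 0.81, adjusted p = 0.0129 from limma), the Gadd45a call was lost without WT replicate 3 (adjusted p = 0.0586) and the Zmat3 call without any of the arrays but WT replicate 1 (adjusted p from 0.0512 to 0.164). Large preB2 values of these genes are not analysed here.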

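Id2 had an intensity of 4098 ± 1249 (SD, n = 3) in WT and 11210 ± 2682 (SD, n = 3) in BCS EPLMs, a log2 change of 1.46 (standard error 0.22, adjusted p = 0.00563 from limma). A dimmer probe set also rose, by 1.23 (standard error 0.24), and the dimmest of the 3 probe sets, below the array median in both genotypes, did not pass (log2 change 0.35, standard error 0.12, adjusted p = 0.157 from limma). Every BCS mouse lay above every WT mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). Of the 8 measured genes of the list of Id and E proteins, which also holds the Notch target gene Hes1, Id2, Id3, Tcf12 and Hes1 rose and 1 fell, the E protein gene Tcf4, with a log2 change of -0.74 (standard error 0.09, adjusted p = 0.00181 from limma) (4 higher and 2 lower when adjusted over the list alone). The Id genes Id1 and Id4 had log2 changes of 0.00 (standard error 0.10, adjusted p = 0.999 from limma) and 0.14 (standard error 0.09, adjusted p = 0.456 from limma). Both lie below the array median in both genotypes, so whether they changed cannot be read here. As a list these genes moved upward against all other genes (adjusted p = 0.0227 from limma's camera), with adjusted p = 0.504 with an estimated correlation. With the probe set of largest spread per gene, the camera adjusted p of limma was 0.0724. The study named Id2, Id3, Tcf12 and Hes1 on these samples, so the direction of the list is not independent evidence.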

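Id3, which encodes another inhibitor of E proteins, had an intensity of 412 ± 93.9 (SD, n = 3) in WT and 1538 ± 86.6 (SD, n = 3) in BCS EPLMs. Its only probe set had a log2 change of 1.92 (standard error 0.18, adjusted p = 0.000445 from limma). Of the probe sets that Table 1 assigns to cluster “d”, all 7 rose in EPLMs, with log2 changes from 1.61 to 8.44 (the highest, of Slc5a9, from WT intensities below the array median), a group chosen on these samples and so not independent evidence. Among them was Pir, which encodes pirin, with a log2 change of 4.25 (standard error 0.25). Whether these changes are specific to EPLMs is not analysed here.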

Cluster “d”, which corresponds to genes specifically deregulated in EPLMs, is also particularly interesting, as it contains another Id gene, *Id3*. Thus, *Id2* and *Id3* are both upregulated in EPLMs of BCS mice and *Id2* is also upregulated in BCS large preB2 cells.

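In the 3 BCS mice, Id2 intensities lay between 8510 and 13870 and Id3 intensities between 1453 and 1626. In the 3 WT mice they lay between 3182 and 5521 and between 324 and 511. With the methods' t-test in place of limma's, both genes met the paper's unadjusted thresholds and neither passed after adjustment over all probe sets (adjusted p = 0.167 for Id2 and 0.0663 for Id3). With the t-test on linear values, Id3 passed after adjustment and Id2 did not (adjusted p = 0.0411 and 0.203). A large preB2 value of Id2 is not analysed here. In its discussion the paper reasons from the antagonism of Id proteins to E2A, and proposes that raised Id2 and Id3 expression could lead to a block of differentiation in EPLMs and large preB2 cells.

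**Figure D1:**
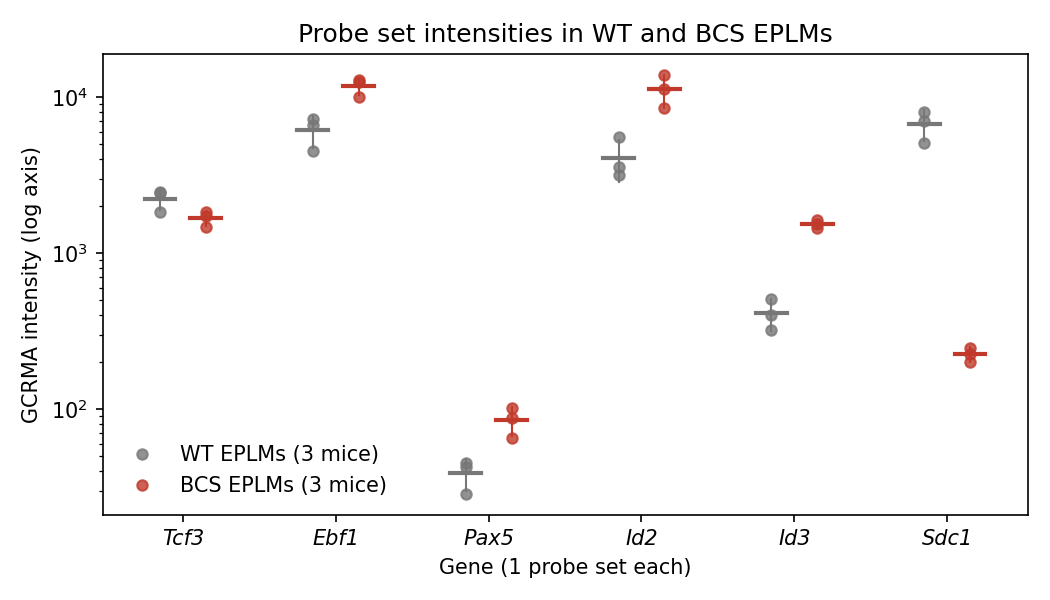
GCRMA intensity (log axis) of 1 probe set each of Tcf3, Ebf1, Pax5, Id2, Id3 and Sdc1 in EPLMs. Points are single mice (3 WT in gray, 3 BCS in red), horizontal bars are means and vertical lines are 1 SD on each side. For Id3 the 3 BCS mice lie between 1453 and 1626 and the 3 WT mice between 324 and 511.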

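Tcf12, which encodes the E protein HEB, has 5 probe sets by the platform annotation, of which 4 rose in BCS EPLMs. The brightest, which Table 1 assigns to cluster “a”, went from an intensity of 15080 ± 309 (SD, n = 3) to 33060 ± 1524 (SD, n = 3), a log2 change of 1.13 (standard error 0.05, adjusted p = 1.24e-05 from limma). The 3 probe sets that Table 1 assigns to cluster “d” had larger log2 changes, of 3.96 (standard error 0.15), 4.06 (standard error 0.23) and 4.44 (standard error 0.21), from lower WT intensities of 635, 254 and 35.9. A further probe set, which Table 1 lists in cluster “a” under the name Transcription factor 12, had a log2 change of 4.71 (standard error 0.22) from a WT intensity of 34.3. The remaining probe set, not in Table 1, did not pass (log2 change -0.17, standard error 0.14, adjusted p = 0.6 from limma).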

The same gene can appear in different clusters (e.g. *TCF12* in clusters a and d), because different probes recognize different forms of the corresponding gene transcript. However, the meaning of these different transcripts is often not well understood.

We next examined the microarray data for the main transcription factors critical for early development, such as *E2A*, *Pax-5* or *EBF1*; while *E2A* expression was similar in BCS and wild type cells, expression of *Pax-5* and *EBF1* was significantly elevated in BCS EPLMs (cluster “d”). 

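Tcf3, the E2A gene, had an intensity of 2237 ± 340 (SD, n = 3) in WT and 1678 ± 192 (SD, n = 3) in BCS EPLMs, a log2 change of -0.41 (standard error 0.15) that did not pass (adjusted p = 0.168 from limma), and none of its 3 probe sets passed. Ebf1 rose from 6159 ± 1439 (SD, n = 3) to 11760 ± 1500 (SD, n = 3), a log2 change of 0.95 (standard error 0.17, adjusted p = 0.0124 from limma), and 4 of its 5 probe sets passed. Pax5 rose from 38.8 ± 8.80 (SD, n = 3) to 85.2 ± 18.2 (SD, n = 3) on the brighter of its 2 probe sets, a log2 change of 1.12 (standard error 0.24, adjusted p = 0.0286 from limma). Its other probe set lies below the array median in both genotypes and had a log2 change of -0.11 (standard error 0.10, adjusted p = 0.628 from limma). The Ebf1 call was lost without BCS replicate 2 or without BCS replicate 3 (adjusted p = 0.055 from limma in both). The Pax5 call was lost without WT replicate 1 or 3 and without BCS replicate 2 or 3 (adjusted p from 0.0563 to 0.111 from limma). With the methods' t-test, the brightest probe sets of Ebf1 (p = 0.0158) and Pax5 (p = 0.0144) did not meet the paper's thresholds. The group medians of Ebf1 differed there by 0.89 on the log2 scale, under the 2-fold minimum, which another of its probe sets met (log2 change 1.17).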

Finally, we found in cluster “i” the *Syndecan1* gene, which is downregulated both in EPLM and large preB2 cells (Fig. 5C). This gene, whose upregulation is often used as a marker for plasma cell differentiation, has been reported earlier to show higher expression at the surface of *OBF1^−/−^* B cells [37].

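Sdc1, the Syndecan1 gene, went from an intensity of 6740 ± 1494 (SD, n = 3) in WT to 225 ± 24.3 (SD, n = 3) in BCS EPLMs on its brightest probe set, a log2 change of -4.88 (standard error 0.18, adjusted p = 6.74e-06 from limma). Further probe sets had log2 changes of -6.04 (standard error 0.22) and -5.28 (standard error 0.22), and the dimmest, below the array median in both genotypes, one of -0.32 (standard error 0.13, adjusted p = 0.238 from limma). Of 9 measured plasma cell and germinal center genes, 2 rose and 2 fell at an adjusted p under 0.05 from limma (2 higher and 2 lower when adjusted over the list alone). Besides Sdc1, Irf4, a transcription factor of plasma cells and dendritic cells, fell by 1.70 on the log2 scale (standard error 0.34), while the secretory pathway genes Mzb1 and Xbp1 rose by 0.80 (standard error 0.11) and 0.37 (standard error 0.08). Prdm1, which encodes Blimp-1, lies below the array median in both genotypes (log2 change -0.10, standard error 0.21, adjusted p = 0.871 from limma). The list did not pass limma's camera test (adjusted p = 0.965), and its median was 0.07 where its mean was -0.56. The calls of Irf4 and Xbp1 were each lost in 4 of the 6 fits without 1 array (adjusted p from 0.0604 to 0.0852 from limma). That of Xbp1 was also lost in 1 fit over all 13 arrays (adjusted p = 0.26 from limma), whose variances include large preB2 columns that do not follow the names. A large preB2 value of Sdc1 is not analysed here. Markers of plasmacytoid dendritic cells also fell in these EPLMs, among them Siglech with a log2 change of -1.67 (standard error 0.15).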

To validate these observations we set up quantitative reverse transcriptase PCR reactions with RNA isolated from cells of different developmental stages: EPLMs, preB1 cells, CD43 positive or negative large preB2 cells and also small preB2 cells. As shown in Figure 6, most of the microarray results could be verified in these experiments. *Id2* and *Id3* were found overexpressed in EPLMs expressing OBF1, and also to a lesser extent in large preB2 CD43^−^ cells, the two stages where developmental blocks had been identified. *Pax-5* is upregulated in transgenic EPLMs and also slightly downregulated in large preB2 CD43^−^ cells. Furthermore, BCS EPLMs show a ca. 5 fold upregulation of *EBF1* and also a robust upregulation of endogenous *OBF1* expression; the latter could be caused by the elevated EBF1 expression, as it has recently been shown that this factor directly regulates OBF1 expression in progenitors [38]. Furthermore, *Syndecan1* is downregulated in all the early B cell populations of the BCS mice (Fig. 6), further confirming that it is negatively regulated by OBF1.

**Figure 6:**
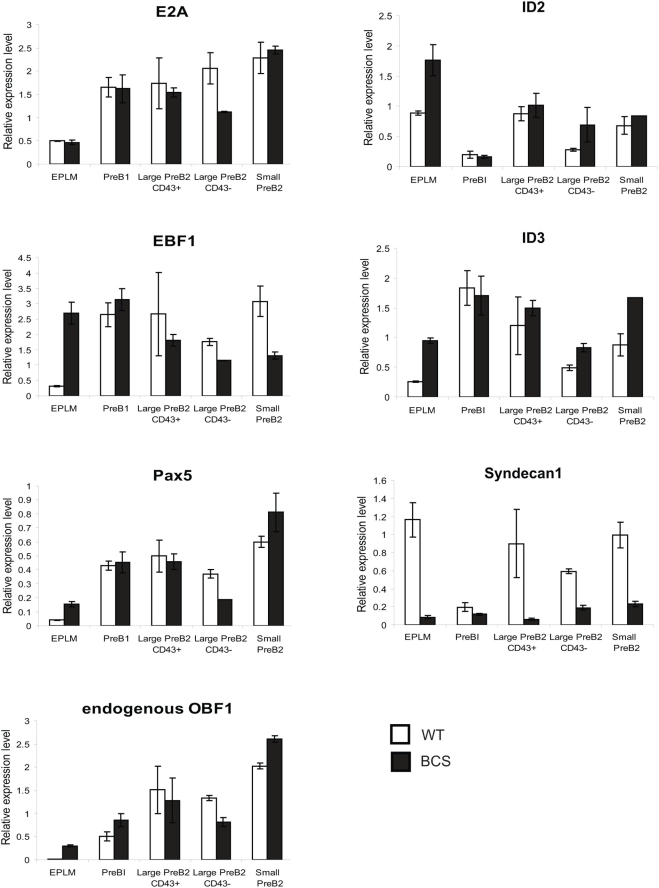
qPCR analysis of early B cell populations. Quantitative RT-PCR analysis of *E2A*, *EBF1*, *Pax5*, endogenous *OBF1*, *Id2*, *Id3* and *Syndecan1* expression in the indicated cell populations. The histograms represent the mean±SE of three individual mice for the EPLM and preB1 cells and two individual mice for the large and small preB2 cells.

Since the *Id2* and *Id3* genes are in gene clusters corresponding to putative OBF1 direct targets (Fig. 5C) we searched for potential binding sites in their regulatory region, using the Transcription Element Search System (TESS, http://www.cbil.upenn.edu/cgi-bin/tess/tess). As presented in Figure 7B, the human and the mouse *Id2* and *3* genes contain several elements with homology to the conserved octamer motif found in *Ig* promoters. Furthermore, one of these elements is conserved in sequence and location between the human and mouse *Id2* promoter. Abelson cell lines derived from BCS, WT and *OBF1^−/−^* mice were used to investigate the interaction between OBF1 and the respective octamer sites in the *Id2* and *Id3* promoters. As expected, the Abelson cell line from BCS mice express strongly the transgenic protein (Fig. 7A). Chromatin immunoprecipitation (ChIP) was performed with an anti-OBF1 antibody and DNA fragments encompassing the putative binding sites (depicted by red boxes in Fig. 7B) were amplified by PCR. As shown in Figure 7C, OBF1 was found to interact with the *Id2* and *Id3* promoters in BCS and also in WT cells, but not in OBF1 deficient cells. Furthermore, additional analysis also identified octamer-like motifs in the *EBF1* promoter and preliminary ChIP assays demonstrated OBF-1 binding in BCS but not in WT Abelson cells (data not shown).

**Figure 7:**
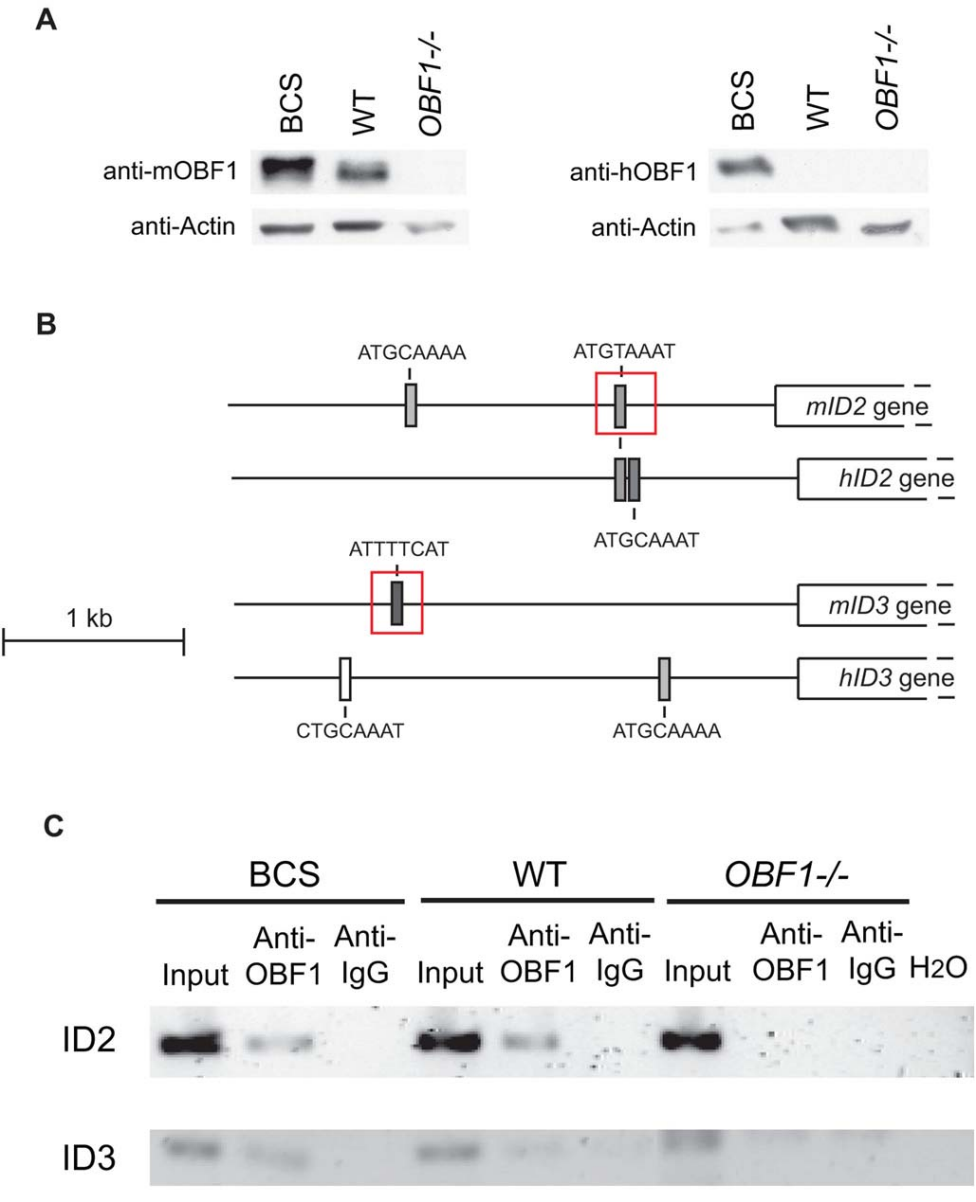
OBF1 can bind to the *Id2* and *Id3* promoter. (A) OBF1 protein level in Abelson (Abl) preB cell lines of different genotypes. PreB cell cultures were established from fetal livers by transformation with the Abelson murine leukaemia virus. Murine OBF1, human OBF1 and Actin were detected by Western blot with protein extracts from the indicated cells. (B) Octamer-like sites in the mouse *Id2* and *Id3* promoter. The relative locations of the motifs with respect to the translation start codon are as follows: mouse *Id2*: −835, −2068; human *Id2*: −1048, −1067; mouse *Id3*: −2200; human *Id3*: −760, −2518. (C) Chromatin immunoprecipitation assay with the *Id2* and *Id3* promoters. ChIP using anti-OBF1 antibody was performed from the BCS, WT and *OBF1^−/−^* Abl cell lines and promoter DNA was amplified as depicted by the red boxes in Fig. 7C.

## Discussion

Here we present evidence that overexpressing OBF1 at a very early stage of B cell ontogeny is deleterious for B cell development. This misregulated expression pattern of OBF1 ultimately has a dramatic impact on mature B cells in the spleen, as the mice have an impaired T-dependent immune response accompanied with a strong reduction of follicular B cells (Fig. 1Band E, F). This immunodeficiency is likely due to the reduced number of follicular B cells, since the T-independent immune response is not impaired (Fig. 1C). Surprisingly, the number of marginal zone B cells is not affected despite the B cell developmental block in the bone marrow and the decrease in splenic immature B cells. One explanation might be that the transitional B cells entering the spleen first repopulate the MZ compartment and then the follicles, and are in sufficient number to fill the MZ. This hypothesis is supported by the earlier observation that the MZ compartment is normal in several other lymphopenic mutant mice such as *IL-7^−/−^* mice [39] or *Lambda5^−/−^* mice [40]. Furthermore, the response to immunization with NIP-Ficoll, which is known to be dependent on the MZ B compartment [41], is also normal in BCS mice. Thus, by these two criteria the follicular and MZ B cell compartment are differentially affected by the presence of the transgene. The total IgM level in unimmunized BCS mice was higher than in the WT mice suggesting that it could be the cause for the high NIP specific IgM background (Fig. 1C). In fact, the number of B1b B cells is increased in the peritoneal cavity of BCS mice (Figure S1), which could contribute to explain the higher IgM level in these mice. On the other hand the total IgG level, as well as specific IgG isotypes, were not altered in unimmunized BCS mice (Fig. 1C). The transgene is expressed in the thymus at the protein level, but surprisingly not in splenic B cells; this suggests that the cause for the decreased number of immature and follicular B cells is localized at an earlier B cell developmental stage in the bone marrow (Fig. 1G). OBF1 was recently reported to also function in determining T helper cell polarity[42]. Therefore, the elevated OBF1 expression in thymocytes might influence TD antibody responses; however, it is worth noting that T cell development and the numbers of CD4 and CD8 T cells in the thymus are not affected by the transgene (data not shown).

Investigation of the bone marrow, which is the site of early B cell development, allowed to identify the cause of the reduced splenic B cell numbers. A first block was detected between the EPLM and the preB1 cell stage. In the normal situation, EPLMs are mostly committed to the B cell lineage [26] and do not yet express OBF1 (Fig. 2C). However, enforcing expression of OBF1 in this population induces an accumulation of EPLMs with a strong B cell commitment deficiency (Fig. 3). Indeed, the cells that succeed to pass this developmental block downregulate the transgene post-translationally, indicating that the level of OBF1 has to be low at this stage for proper B cell differentiation. OBF1 is known to be regulated at the protein level in mature B cells, potentially through interaction with the Ring finger protein SIAH [43], [44]. Our results suggest that the OBF1 protein level may also be modulated in early B cells, at least in the case of the transgenic mice described here. Whether this modulation of OBF1 protein levels is mediated by SIAH, or by other mechanisms, is not known. Remarkably, *in vitro* cultures of EPLMs showed that premature expression of OBF1 in this cell compartment severely impairs their proliferation and differentiation potential (Fig. 3). This is in stark contrast to the effect observed in OBF1 deficient IL-7 dependent pro-preB cells: in this case, cellular proliferation is markedly improved in comparison to WT cells [25] and data not shown). Thus, in very early B cells OBF1 appears to antagonize cell proliferation and fine regulation of its expression level may be used to set a regulatory threshold. A second differentiation block was also observed after the large preB2 (CD43^+^) cell stage. It is not clear whether this is directly due to the increased expression of OBF1 in the preB cells, or whether this is a secondary effect whose origin is in the EPLMs. Generation of mice overexpressing OBF1 starting at the preB1 or preB2 stage might allow to address this point.

Mixed bone marrow chimera mice could fully recapitulate the initial phenotype and confirmed that the differentiation defect is intrinsic to the BCS B cell precursors (Fig. 4). When a 1∶1 mix of WT and BCS bone marrow was injected into irradiated mice, we observed that about 40% of the thymic developing T cells were of BCS origin and in the spleen the proportion was still about 25%. In striking contrast, the BCS-derived B cell compartment was underrepresented and contained only a few percent of mature B cells in the spleen. Furthermore, a strong developmental block was evident in the bone marrow with a dramatic accumulation of EPLMs accompanied with a deficit to progress to the preB1 stage.

How the deregulated expression of OBF1 in the early EPLM compartment leads to the defects described here is not understood yet. As a first attempt to address this question, we have analyzed the transcriptome of EPLM and large preB2 cells in WT or BCS mice (Fig. 5). 

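In EPLMs, the genes Sytl2, Cacna1b and Spata6 were also among those with the largest rises in BCS mice, with log2 changes of 4.57 (standard error 0.56), 4.26 (standard error 0.19) and 4.13 (standard error 0.28). Plekhh1, Strip2 and Ldhb, which encodes a lactate dehydrogenase subunit, were among those with the largest falls, with log2 changes of -4.93 (standard error 0.22), -4.60 (standard error 0.27) and -4.36 (standard error 0.18). The BCS intensity of Plekhh1, 12.9 ± 1.19 (SD, n = 3), lies below the array median, so the size and rank of its change depend on the background. With no fold minimum, 2472 probe sets passed in EPLMs and 932 in large preB2 cells at an adjusted p under 0.05 from limma. Of the probe sets that also met the fold minimum, 35.9% were higher in BCS EPLMs and 66.0% in BCS large preB2 cells. The difference between the cell types was not tested, and the genes shared by both are not analysed here, since the large preB2 intensities do not follow the probe set names.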

We found significantly more genes misregulated at the EPLM stage than at the large preB2 cell stage and relatively little overlap between the two sets of genes. However, several of the main transcription factors and known regulatory molecules of early B cell differentiation were either not affected or rather expressed at a slightly higher level in the BCS-derived EPLMs. For example, the helix-loop-helix factor *E2A* is expressed at a normal level, while *EBF1* and *Pax5* are both upregulated (Fig. 6). 

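Of 19 measured transcription factors of the B lineage, Ebf1, Pax5 and Pou2af1 rose and Irf4, Irf8 and Bcl11a fell in BCS EPLMs at an adjusted p under 0.05 from limma (3 higher and 7 lower when adjusted over the list alone). Irf8 had a log2 change of -0.60 (standard error 0.07) and Bcl11a one of -0.46 (standard error 0.09). Of 14 markers of plasmacytoid dendritic cells, 11 also fell in these EPLMs. Whether a changed share of such cells accounts for the falls of Irf4, Irf8 and Bcl11a was not tested. The list did not pass limma's camera test (adjusted p = 0.108), and with the replicate number as a block it passed in the downward direction (adjusted p = 0.0453, and adjusted p = 0.661 with an estimated correlation). Of 10 measured genes of V(D)J recombination, Lig4, the DNA ligase gene, rose by 2.33 (standard error 0.23), Xrcc5, which encodes Ku80, by 1.15 (standard error 0.22) and Rag1 by 0.67 (standard error 0.05), and none fell (5 higher and 1 lower when adjusted over the list alone). Rag2 had a log2 change of 0.29 (standard error 0.13, adjusted p = 0.292 from limma). Of 17 genes of IL-7 receptor and cytokine signaling and survival, 4 rose and 1 fell (8 higher and 1 lower when adjusted over the list alone). Cish, a target of STAT5, rose by 2.00 (standard error 0.44), Mycn by 1.19 (standard error 0.29) and the kinase gene Jak3 by 0.86 (standard error 0.16), while the survival gene Bcl2 fell by 1.12 on the log2 scale (standard error 0.10). Il7r itself had a log2 change of -0.23 (standard error 0.11, adjusted p = 0.328 from limma). The cytokine list passed limma's camera test (adjusted p = 0.0442), with adjusted p = 0.429 with an estimated correlation. The calls of Bcl11a, Xrcc5, Cish, Mycn and Jak3 were each lost without at least 1 of the 6 arrays, at an adjusted p of up to 0.174 from limma. That of Bcl11a was also lost in 1 fit over all 13 arrays (adjusted p = 0.118 from limma), whose variances include large preB2 columns that do not follow the names.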

Generally our results point to the critical importance of maintaining proper regulation of OBF1 expression during early B cell differentiation. So far, relatively little is known about how the *OBF1* gene is regulated and the DNA sequences controlling its cell-specific and temporal expression have not been delineated yet. A functionally important cAMP response element (CRE) binding site has been identified in the proximal OBF1 promoter [45] but it can not explain the regulated B cell-specific expression of this gene and in transfection experiments the *OBF1* promoter does not appear to be clearly B cell-specific [46]. Interestingly, EBF1 has been very recently identified as a potentially direct regulator of OBF1 expression in progenitors [38]. As shown here, OBF1 is co-expressed from the preB1 stage onwards together with transcription factors like EBF1 that drive B cell commitment (Fig. 2C and Fig. 6). However, in the BCS mice the OBF1 transgene is expressed already before EBF1 and this altered sequence of expression compromises the development of the proB cells. In fact, the elevated level of endogenous OBF1 expression in EPLMs of BCS mice may be a direct consequence of the EBF1 upregulation (Fig. 6), in agreement with the findings of Zandi et al. (2008). However, although EBF1 and Pax5 are misregulated in BCS-derived EPLMs, this does not explain the observed B cell commitment defect, as enforced expression of these genes favours B cell differentiation [47], [48]. Interestingly, *EBF1* showed the same pattern of expression as *Id2* and *Id3* in EPLM cells from BCS mice. The *EBF1* promoter also contains conserved octamer sequences, and preliminary results suggest that they can be targeted by OBF1. Therefore the EBF1-OBF1 axis constitutes a positive feedback loop, as OBF1 is itself an EBF1 target gene. The upregulation of EBF1 in BCS mice may also be explained by the upregulation of Pax5 in EPLM cells, which was recently reported to activate the proximal promoter of *EBF1* (Roessler et al., 2007).

The *Id2* and *Id3* genes were both found deregulated in the microarray as well as in the qPCR validation experiments (Figs. 5 and 6); in particular, elevated expression was found in EPLMs and also in large preB2 cells, which are just the stages were the developmental blocks have been observed in BCS mice *in vivo*. Expression of *Id3* has been reported to be repressed by OBF1 in a preB cell line expressing an inducible OBF1-ER fusion protein [42]; the reason for this difference is not clear, but might be due to differences between the expressed proteins (OBF1 vs OBF1-ER fusion) or between the cells examined. The identification of several motifs with homology to the octamer site in the *Id2* and *Id3* promoters suggested that these genes could be direct OBF1 targets and chromatin immunoprecipitations showed that OBF1 can indeed bind to these octamer sites (Fig. 7). Generally Id proteins have been found to antagonize the activity of bHLH proteins, and in particular of E2A. Several previous studies have shown that low levels of Id proteins are necessary to allow E2A to drive B cell commitment [49], [50]. In line with this, constitutive expression of Id proteins downstream of the preB1 stage was found to impair B cell development, indicating that Id downregulation is critical for B cell ontogeny [51]. Furthermore, it was also reported that Id3 inhibits the growth and survival of B lymphocyte progenitors [52]. These observations therefore suggest that elevated expression of Id2 and Id3 could result in a differentiation block at the EPLM and large preB2 cell stage, as seen in the BCS mice.

Finally, Syndecan1 is a plasma cell marker whose *in vivo* function is not clear yet. However, Syndecan1 was reported previously to be upregulated on the surface of *OBF1^−/−^* splenic B cells [37] and our microarray analysis of *OBF1^−/−^* mice showed that Syndecan1 is upregulated also at the mRNA level (data not shown). Interestingly, we found here that Syndecan1 expression was strongly downregulated in all the early B cell populations of the BCS mice (Fig. 6), indicating that there is a negative correlation between OBF1 and Syndecan1 expression. Thus, *Syndecan1* represents a novel OBF1 target gene.

## Supporting Information

Figure S1 (A) FACS analysis of the spleen and peritoneal cavity. B cells were labeled with an anti-CD19-PE antibody. The B2 cells were stained with anti-CD23-FITC. The B1a cells were stained with anti-CD5-FITC antibody or with anti-CD11b-FITC antibody. (B) B1, B1a, B1b and B2 B cell populations in the spleen and peritoneal cavity. The B2 and MZB/B1 B cells are CD19+CD23+ and CD19+CD23- populations respectively. The B1a and B1b B cells are CD19+CD5+ and CD19+CD23-CD5- populations respectively. The histograms represent the mean±SD of three individual mice per genotype.
(2.58 MB EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

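EPLMs and large preB2 cells were sorted from 7-week-old WT and BCS mice, and the RNA of each mouse was hybridized to 1 Mouse 430v2 GeneChip. The 13 arrays comprise 3 WT and 3 BCS mice for EPLMs and 3 WT and 4 BCS mice for large preB2 cells. The paper's methods state a labeling kit of 2 cycles and the labels of the arrays state 1 cycle. The description of the 3 WT large preB2 arrays calls them controls of EPLMs, while their titles and source names say large preB cells, which was followed. The authors normalized the arrays with GCRMA, whose version is not given, and their methods name Expressionist for the analysis. The deposited values are GCRMA intensities on a linear scale, 1 column per array, for 45037 probe sets and 64 control features. All arrays have a median of 20, and the upper quartile is about 337 in EPLMs and 96.2 in large preB2 cells. The highest intensity was 46752 on large preB2 BCS replicate 1 and 51013 to 51022 on the other large preB2 arrays. The number of arrays limits the precision, and intensities near the array median carry little signal over background.

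Outside the control features, the large preB2 intensities do not follow the probe set names. Across 45037 probe sets the mean levels of both cell types correlated with r = 0.0944, and across the 64 control features with r = 0.978, and genes are not independent replicates. No order of the probe sets was found that restores them. The large preB2 arrays were therefore used for counts of probe sets only. The test of the difference between the cell types, the comparison of WT stages, the overlap of both gene lists and all large preB2 values of named genes and gene lists, which had been planned, are not analysed here, and neither is the planned fit with same-numbered arrays of both cell types as a random block. For the same reason each cell type was fitted alone, where 1 fit over all 13 arrays had been planned and is kept as an alternative. The variances of that fit include the large preB2 columns, so a call lost in it cannot be read as a property of the gene. The brightest probe set of a gene was chosen over the 6 EPLM arrays, where all 13 had been planned, and the filter on dim probe sets counts arrays of the cell type's own.

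Log2 of the intensity plus 1 was fitted in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with an intensity trend), without covariates, for the contrast of BCS minus WT, and p was adjusted with the Benjamini-Hochberg procedure over the 45037 probe sets. A probe set was counted as changed at an adjusted p under 0.05 with group medians at least 2-fold apart. The paper's thresholds, a p under 0.01 and 2-fold medians, were applied to limma's unadjusted p, with the methods' t-test as an alternative. A named gene rose or fell where its adjusted p was under 0.05, with no fold minimum. Of the probe sets, 34945 have 1 gene symbol in the platform annotation, 932 several and 9160 none. No genome build is stated with the data, so no coordinates are given, and the reference annotation served for gene names and the order of neighboring genes.

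In all, 19 gene lists were fixed before the data were examined, each gene by its brightest probe set with 1 symbol, and genes without such a probe set were left out. Lists were tested with limma's camera with a preset inter-gene correlation of 0.01, again with an estimated correlation, and with limma's fry, adjusted over the 19 lists (statmod 1.5.0 was used within limma). The genes named in the text were chosen by a rule written before the data were examined, after Table 1 and Fig. 5D had been seen. They are the genes the paper names from the arrays, the 10 largest rises and falls among changed probe sets whose genotypes do not overlap, up to 4 members of each list with the largest change among those that passed, genes of OBF1 biology the paper discusses, and genes of the sorting gates. Other members of a list, and the neighboring genes named in the closing section, were chosen after their values were seen. Pou2f1 and Klrb1c had no probe set with 1 symbol, and some further items are not reported here.

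The fits were tested on simulated data with 100 probe sets changed at each size. Recovery was not split by intensity, so the counts do not speak for dim probe sets. For EPLMs, 80 of 100 probe sets changed by 1.5 on the log2 scale and 98 of 100 changed by 3 were recovered, with 3 false calls, and for large preB2 cells 88 and 99, with 6 false calls. Alternatives set before the data were examined were the methods' t-test on log2 and on linear values, eBayes without trend or with robust variances, a filter on dim probe sets, quantile normalization over the 13 arrays, centring of each array on the median of its brighter probe sets, arrayWeights, group means or no minimum in the fold rule, an adjusted p under 0.01, the replicate number as a block, an offset of 16 or a floor at 1 before log2, the mean or the most variable probe set per gene, and leaving out each array in turn. Each count was also recomputed for the other splits of the arrays into groups of the same sizes.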

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

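All tests of explanations in this part were chosen after the result was seen, while the gene lists were fixed beforehand. The paper reports no array result for the gene groups given here. They moved in BCS EPLMs (3 WT and 3 BCS mice) against all other genes in limma's camera test with the preset correlation. Each call is lost with an estimated correlation. In limma's fry test, the plasmacytoid dendritic cell and V(D)J recombination lists passed (adjusted p = 0.00681 and 0.0142). The myeloid and erythroid lists (adjusted p = 0.301 for both), the cell cycle list (0.244) and the NK cell and immediate early lists (0.0988 for both) did not.

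Of 14 measured markers of plasmacytoid dendritic cells, 11 fell and none rose (12 lower when adjusted over the list alone), with a median log2 change of -1.75 (camera adjusted p = 8.48e-16 from limma, adjusted p = 0.429 with an estimated correlation). Of the most abundant of them, Tcf4 had a log2 change of -0.74 (standard error 0.09), Ccr9 of -3.29 (standard error 0.25), Ly6d of -0.07 (standard error 0.14), Cox6a2 of -1.83 (standard error 0.19), Bst2 of -2.32 (standard error 0.23) and Klk1 of -7.84 (standard error 0.38), and all but Ly6d passed. The size of the Klk1 change depends on the background. A lower share of every other cell type among the sorted BCS EPLMs cannot be told apart. The mean of these markers differed on the log2 scale from that of the myeloid markers by -1.663 (standard error 0.6453), of the erythroid markers by -1.387 (standard error 0.5983), of the T cell markers by -2.029 (standard error 0.3266) and of the NK cell markers by -1.027 (standard error 0.5512), and without Klk1 by -1.231 (standard error 0.6445), -0.9551 (standard error 0.5974), -1.597 (standard error 0.3251) and -0.5948 (standard error 0.5503). Only the T cell markers lie more than 2 standard errors apart in both forms, and 10 of these 15 have WT intensities under 100. Of the other lists, 12 of 12 NK cell, 19 of 20 myeloid and 10 of 13 erythroid markers were lower. These standard errors combine those of the lists as if from separate mice, though all lists were measured in the same mice. They therefore do not decide whether the lists fell by different amounts. Fewer plasmacytoid dendritic cells in the sort, whose gates take B220-positive cells and would remove those without c-kit and CD93, may account for the 11 falls, but this cannot be told apart from lower expression of these genes in each EPLM, which predicts the same count. An effect of the transgene on the cells themselves stays open and was not tested.

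Per mouse, the mean of the NK cell markers did not overlap between genotypes, whereas that of the myeloid markers (WT -0.17 to 1.09, BCS -1.17 to 0.38 on the centered log2 scale) and of the erythroid markers (WT -0.42 to 1.49, BCS -0.48 to -0.39) did. The NK cell markers had a median log2 change of -1.08, with 3 of 12 lower and none higher (3 lower when adjusted over the list alone, camera adjusted p = 0.000271 from limma, adjusted p = 0.504 with an estimated correlation). Klrd1 had a log2 change of -2.34 (standard error 0.25), Klrk1 of -1.31 (standard error 0.18, to BCS intensities below the array median) and Fcer1g of -1.20 (standard error 0.15). Of 20 myeloid markers, Csf1r, Cd68 and Ncf1 fell, with log2 changes of -2.40 (standard error 0.30), -1.67 (standard error 0.17) and -1.18 (standard error 0.14), and none rose (3 lower when adjusted over the list alone, camera adjusted p = 0.00608 from limma, adjusted p = 0.653 with an estimated correlation). The granulocyte genes Mpo, Prtn3 and S100a8 had log2 changes of -1.42 (standard error 0.61), -1.39 (standard error 0.75) and -0.23 (standard error 0.68), none of which passed. The mean change of 6 granulocyte genes of the list (S100a8, S100a9, Ngp, Camp, Ltf and Lyz2) was -0.28 (standard error 1.21). This mean leaves out Mpo and Prtn3, which fell more. It also leaves out Elane and Ctsg, with log2 changes of 0.21 (standard error 0.30) and -0.23 (standard error 0.71). Of 13 erythroid and megakaryocyte markers only Car2 passed, with a log2 change of 1.42 (standard error 0.31), while the median of the list was -0.93 (1 higher when adjusted over the list alone, camera adjusted p = 0.0442 from limma in the downward direction, adjusted p = 0.653 with an estimated correlation).

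Of 10 genes of V(D)J recombination, 3 rose, and the median log2 change was 0.27 (camera adjusted p = 0.00138 from limma, adjusted p = 0.429 with an estimated correlation). Of 27 cell cycle genes, Ccne2, Cdk1 and Cdc20 rose, with log2 changes of 0.49 (standard error 0.08), 0.58 (standard error 0.10) and 0.31 (standard error 0.07), and none fell (7 higher when adjusted over the list alone). Their median log2 change was 0.14 (camera adjusted p = 0.00155 from limma, adjusted p = 0.653 with an estimated correlation), and Mki67 had a log2 change of 0.12 (standard error 0.09). In 1 fit over all 13 arrays, which had been planned, all 3 calls were lost (adjusted p = 0.182 for Ccne2, 0.371 for Cdk1 and 0.402 for Cdc20 from limma). The variances of that fit include large preB2 columns that do not follow the names, so these losses cannot be read as a property of the genes.

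Of 17 immediate early and heat shock genes, which respond to the handling of cells, Fos, Jun and Zfp36 fell, with log2 changes of -4.92 (standard error 0.31), -1.63 (standard error 0.35) and -0.83 (standard error 0.20), and none rose (1 higher and 7 lower when adjusted over the list alone). The median log2 change was -0.44 (camera adjusted p = 0.004 from limma, adjusted p = 0.504 with an estimated correlation), and the heat shock gene Hspa8 had a log2 change of 0.05 (standard error 0.07). The calls of Car2, Cdc20, Jun and Zfp36 were each lost without at least 1 of the 6 arrays, at an adjusted p from 0.0565 to 0.146 from limma. Those of Jun and Zfp36 were also lost with the replicate number as a block (adjusted p = 0.0796 and 0.0836 from limma).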

How the results depend on the processing

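All values here come from alternatives set before the data were examined, apart from changes of design made because the large preB2 intensities do not follow the probe set names. Each cell type was fitted alone, and the fit over all 13 arrays became the alternative (1280 probe sets changed in EPLMs), while the brightest probe set per gene and the filter on dim probe sets used the arrays of 1 cell type. The variances of the fit over all 13 arrays include the large preB2 columns, so calls lost in it cannot be read as a property of the genes. The 1156 probe sets changed in EPLMs became 174 with the methods' t-test, 106 with the t-test on linear values and 2472 with no fold minimum, and the 1295 at the paper's thresholds became 731 with the t-test on linear values. The 424 in large preB2 cells became 42 with the methods' t-test, 31 with the t-test on linear values, 932 with no fold minimum, 212 at an adjusted p under 0.01 and 265 with the replicate number as a block, and ranged from 282 (without WT replicate 3) to 507 when 1 array was left out. The 628 at the paper's thresholds became 353 with the methods' t-test and 321 with the t-test on linear values. In EPLMs the counts ranged from 904 to 1149 and, at the paper's thresholds, from 1156 to 1375 when 1 array was left out. With the replicate number as a block they were 1116 and 1318. With the mean of each genotype taken out, same-numbered WT and BCS EPLM arrays correlated with r = -0.000213, 0.0675 and 0.0585 across probe sets (replicates 1, 2 and 3). Only replicate 2 correlated best with its own number, so these values do not decide whether shared numbers pair the arrays. With an estimated correlation, camera adjusted p values of limma were 0.504 for the Id and E protein, NK cell and immediate early lists, 0.429 for the V(D)J recombination, IL-7 receptor and plasmacytoid dendritic cell lists, and 0.653 for the cell cycle, myeloid and erythroid lists. The Id and E protein list had 0.0724 with the probe set of largest spread, and the list of B lineage transcription factors passed in the downward direction with the replicate block (0.0453, and 0.661 with an estimated correlation). Apart from the fold rule and the stricter threshold, the cause was not tested. Of the 101 probe sets named by the rule, 84 passed. The methods' t-test lost 62 of these calls, the t-test on linear values 77 and eBayes without trend 16, leaving out 1 array lost 12 to 18 (24 were lost at least once and 60 never), the fit over all 13 arrays lost 6 (Ccne2, Cdk1, Cdc20, Notch1, Pou2af1 and Xbp1), and no direction among them was reversed. Of the list members named outside this rule, Bcl11a, Jak3, Irf7, Stat2 and Ifitm3 lost their calls without at least 1 array, and Bcl11a also in the fit over all 13 (0.118). With this t-test Id2 and Id3 met the paper's unadjusted thresholds and Ebf1 and Pax5 did not, and after adjustment over all probe sets only Sdc1 passed of these 5 (adjusted p = 0.167 for Id2, 0.0663 for Id3, 0.201 for Ebf1 and 0.194 for Pax5), while on linear values Id3 passed (0.0411) and Sdc1 did not (0.0981 on its brightest probe set). Signal over background limits the changes of dim probe sets, and with an offset of 16, which damps them, 942 probe sets changed in EPLMs.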

Differences from the paper's values

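At an unadjusted p under 0.01 and 2-fold medians, 1295 probe sets passed in EPLMs with limma, where the paper's value is 569 genes. Of the alternatives set before the data were examined, the t-test on linear values gave 731, within 1.5 times the paper's value, and the others did not, the methods' t-test on log2 values included (864). In large preB2 cells 628 probe sets passed, where the paper's value is 287. The methods' t-test gave 353, the t-test on linear values 321 and an offset of 16 gave 422, each within 1.5 times the paper's value, and the others did not. These are counts of probe sets, and the paper's are counts of genes.

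By probe set name, 22 probe sets passed in both cell types, where the paper's overlap is 40 genes. Quantile normalization gave 27, leaving out EPLM BCS replicate 3 gave 27 and leaving out large preB2 WT replicate 4 gave 29, each within 1.5 times the paper's value, and the other alternatives did not. Since the large preB2 intensities do not follow the names and chance gives 18.1, none of these counts is an overlap of genes. Of the paper's 40 probe sets of Table 1, 1 met these thresholds by name in the large preB2 columns, and no alternative came within 1.5 times. In EPLMs 38 of them did.

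The log2 change of Tcf12, on the probe set that Table 1 lists in cluster “a” as Transcription factor 12, was 4.71 (SD 0.331), where the paper's value is about 4.0 in Fig. 5D, read by eye. Quantile normalization gave 3.99 and an offset of 16 gave 4.21, both within the SD of the paper's value, and the others did not. A probe set of this gene in cluster “d” had a log2 change of 4.06. The figure names genes and not probe sets, and the probe set was taken from Table 1. For the other genes in Fig. 5D the log2 changes differed from the paper's by less than the SD between mice.

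The paper names Ccnd2 and Gadd45b as deregulated genes, from a cluster that covers both cell types. In EPLMs none of the 7 probe sets of Ccnd2 and none of the 3 of Gadd45b passed (log2 changes 0.58 and 0.34, adjusted p = 0.137 and 0.552 from limma), and Ccnd2 passed without WT replicate 1 (adjusted p = 0.0129 from limma). The paper states from qPCR that endogenous OBF1 RNA is not detectable in WT EPLMs, and the Pou2af1 probe set had an intensity of 5643 there (SD 2002, 3 mice), above the array median of 20. For E2A, Ebf1, Pax5, Id2, Id3 and Sdc1, the calls from limma in EPLMs went the way the paper states. With the methods' t-test, Ebf1 and Pax5 did not meet the paper's unadjusted thresholds on their brightest probe sets.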

Other observations

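All tests of explanations and of other splits in this part were chosen after the results were seen, while the gene lists were fixed beforehand. Of 15 measured markers of hematopoietic stem cells and multipotent progenitors, Flt3, a cytokine receptor gene of early progenitors, and Cd34 fell in BCS EPLMs, with log2 changes of -1.22 (standard error 0.12) and -1.80 (standard error 0.35), and none rose (2 lower when adjusted over the list alone, camera adjusted p = 0.115 from limma). Of 16 interferon-inducible genes, the membrane protein genes Ifitm1, Ifitm2 and Ifitm3 rose, with log2 changes of 1.64 (standard error 0.34), 1.61 (standard error 0.26) and 0.60 (standard error 0.14). In the same list Bst2, Mx1, Irf7 and Stat2 fell, with log2 changes of -2.32 (standard error 0.23), -1.34 (standard error 0.32), -1.06 (standard error 0.24) and -1.05 (standard error 0.24) (4 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.691 from limma). The calls of Cd34, Ifitm1, Ifitm3, Mx1, Irf7 and Stat2 were each lost without at least 1 of the 6 arrays, at an adjusted p of up to 0.157 from limma (Ifitm3 and Stat2 in 5 of 6 such fits). That of Ifitm1 was also lost with the replicate number as a block and with robust variances (adjusted p = 0.0564 and 0.0567 from limma). Bst2 and Irf7 are also on the list of plasmacytoid dendritic cell markers, as is Tcf4 of the Id and E protein list.

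Of 8 reference genes, Hprt rose by 0.47 (standard error 0.08, adjusted p = 0.0087 from limma) and Actb had a log2 change of -0.08 (standard error 0.06) (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.701 from limma). Of the 4 sex-linked genes measured none passed on its brightest probe set (camera adjusted p = 0.818 from limma). Xist had a log2 change of -0.28 there (adjusted p = 0.231 from limma), and another of its 3 probe sets passed, with -0.29 (standard error 0.05, adjusted p = 0.0141 from limma). Of the genes of OBF1 biology, the OBF1 partner gene Siah2 had a log2 change of 0.53 (standard error 0.14, adjusted p = 0.0667 from limma), and it passed with robust variances (0.0491), with the filter on dim probe sets (0.0344) and with the mean of its probe sets (log2 change 0.65, adjusted p = 0.00604). Siah1a had a log2 change of 0.02 (standard error 0.15) and Spib one of 0.25 (standard error 0.12). The log2 ratio of the 3' to the 5' Gapdh control probe sets was 2.57 ± 0.0653 in WT and 2.45 ± 0.138 in BCS EPLMs, and that of the actin control probe sets was 2.30 ± 0.261 and 2.59 ± 0.0904 (SD, n = 3).

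The large preB2 intensities do not follow the probe set names. A difference between the cell types is argued against, since mean levels of probe sets of 1 gene, which share a gene in any cell type, correlated with r = 0.0914 in the large preB2 columns and r = 0.427 in the EPLM columns across 16752 pairs. Normalization of the cell types apart is argued against too, since a rescaling keeps ranks and the rank correlation of the cell types was 0.0609 over 45037 probe sets. A candidate explanation is that the large preB2 values stand in another order than the names. Changes of probe sets of 1 gene correlated with r = 0.0054 there and r = 0.61 in EPLMs. These values are part of the pattern itself, so they are no separate test of this explanation. No biological explanation was tested beyond the difference between the cell types.

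Genes changed in BCS EPLMs lay near each other more than genes of like level drawn at random in 1 place. Among 18030 genes in chromosome order, 766 of them changed, the window of 31 neighboring genes with most changes held 9, where 1.32 are expected, on chromosome 9 (permutation test within 10 bins of level, 1000 permutations, p = 0.025). It held Scn4b, Fxyd6 and Nxpe2, with log2 changes of 2.41, 1.33 and 2.00, and Cadm1, Nxpe4 and Il10ra, with log2 changes of -2.59, -4.33 and -1.48, so its genes went both ways. The permutation test shows the grouping only. It replaced a first form without bins of level, after the result of that form was seen. A hypothesis, which was not tested further, is that neighboring genes change there for a shared reason. It may lie in the cells or in a strain difference at this place, and the deposited data do not separate these.

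The splits of the 6 EPLM arrays into 3 and 3 are too few, at 10, for a share under 0.05. The real split gave 1156 changed probe sets and the highest other split 1, and at the paper's thresholds 1295 and 63. Of the 35 splits of the large preB2 arrays, 1 gave at least 424 changed probe sets, the real one, with 4 as the highest other. At the paper's thresholds 1 gave at least 628, the real one, with 354 as the highest other. The real split ranked first of 35 for both counts, the smallest share that these arrays allow. Chance in their grouping is thus argued against for both counts, but not excluded.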
